# Functional characterisation of tumour suppressor PDCD4 reveals previously undisclosed role in the control of cell adhesion

**DOI:** 10.1093/nar/gkag071

**Published:** 2026-02-02

**Authors:** Veronica Dezi, Robert F Harvey, Tom Smith, Cameron H Cole, Mariavittoria Pizzinga, Mark Stoneley, Gavin D Garland, Emilie Horvilleur, Lajos Kalmar, Ritwick Sawarkar, Kathryn S Lilley, Anne E Willis

## Abstract

PDCD4 is a multifunctional RNA-binding protein that has tumour suppressor function. To more fully understand how dysregulation of this protein contributes to carcinogenesis, we have carried out a comprehensive analysis of the role of PDCD4 in RNA metabolism in untransformed epithelial cells. We show that PDCD4 predominantly localises in the nucleus, where it interacts with proteins involved in a range of different RNA metabolic processes. We find that PDCD4 knockdown is associated with significant changes in either the expression or splicing of a number of transcripts, although it appears to have an indirect role in splicing. We identified the RNA targets of PDCD4 using iCLIP and observed an enrichment in binding to transcripts encoding cell adhesion and structural proteins. Consistent with these data, we show that PDCD4 acts as a general regulator of cell adhesion, which in a tumour setting would increase the metastatic potential of cells, and demonstrate that the nuclear localisation of PDCD4 is crucial in this process. Overall, the information obtained in untransformed cells provides a new perspective for the role of PDCD4 as a tumour suppressor.

## Introduction

PDCD4 is a 64 kDa multifunctional nuclear-cytoplasmic shuttling protein which contains two MA3 domains and a disordered *N*-terminal region [1]. When localised in the cytoplasm, PDCD4 inhibits the activity of the eukaryotic initiation factor 4A (a DEAD-box RNA helicase and component of the eIF4F complex) via its MA3 domains by hindering its interaction with eIF4G [2–4]. EIF4A unwinds structured RNA elements in 5′ untranslated regions (UTRs) that would otherwise impede the scanning ribosome and since many mRNAs that encode proto-oncogenes and growth factors contain such highly structured 5′ UTRs, it has been proposed that through the inhibition of eIF4A activity, PDCD4 acts as a tumour suppressor [5, 6]. Accordingly, it has been shown that loss or down-regulation of PDCD4 is associated with tumorigenesis and poor patient outcome (reviewed in [7]).

In addition to its role as a translation initiation inhibitor, PDCD4 was recently found to stimulate translation termination *in vitro*. Interestingly, PDCD4 does not interact with known eukaryotic release factors (eRF), but the current model suggests that it has a dual role. First, PDCD4 disrupts the binding of eRF3 to PABP, hindering the loading of new release factors. Second, it stimulates the GTPase activity of eRF3 resulting in eRF3-GDP displacement and translation termination preventing subsequent termination rounds, and most likely, redirecting ribosomes to be inactivated in stress granules [8].

PDCD4 has also been reported to indirectly affect eukaryotic transcription. Thus, PDCD4 knockdown was found to enhance the expression of *SNAIL*, and so reduce *E-cadherin* levels, and induce the relocation of β-catenin to the nucleus, leading to the expression of urokinase receptor (*uPAR)* and *c-MYC* [9, 10]. The latter was shown to bind a specific region in the promoter of the mitogen-activated protein kinase (*MAP4K1*) enhancing its expression [10]. This ultimately affects the activity of AP-1, a JUN/JUN homo- or JUN/FOS heterodimeric complex upstream of genes involved in cell proliferation, transformation, invasion, and angiogenesis [11]. Additionally, PDCD4 was also reported to alter transcription via transcription factor sequestration; in PC3 cells, the interaction of PDCD4 with TWIST1 results in inhibition of transcription of *YB-1* [12], whereas in macrophages, LPS-induced degradation of PDCD4 promotes *IL-10* production through the release of TWIST2 [13].

The expression of PDCD4 is regulated post-transcriptionally by microRNAs such as *miR-21* [14–16], and this process is intricately regulated by the RBPs HuR, TIA1 and La [17–19] to maintain tight control of PDCD4 levels. Post-translational regulation of PDCD4 occurs via mTOR signalling, culminating in the phosphorylation of PDCD4 on residues Ser67 and Ser76 by protein kinase B (AKT) and p70 ribosomal S6 kinase (p70S6K) [20]. PDCD4 also contains two putative nuclear localisation signals (NLSs) in positions 58–64 and 241–250 and its nuclear translocation is dictated by phosphorylation on Ser457 by either AKT or ribosomal S6 kinase (RSK) [21, 22]. Notably, nuclear PDCD4 expression is associated with a good prognosis in Luminal A and Luminal B-like breast cancers [23].

To date, the majority of studies on PDCD4 have focused on its role as a translation suppressor and the impact of its downregulation in cancer. However, RNA-binding proteins (RBPs) such as PDCD4 are multifunctional and play key roles in maintaining cellular homeostasis [24, 25]. Therefore, it was essential to gain a greater understanding of the role of PDCD4 in cells derived from healthy tissues to more fully understand its dysregulation in carcinogenesis.

Here, we identify the protein partners of PDCD4 in untransformed cells, where it primarily resides in the nucleus, and demonstrate that these proteins are involved in various RNA metabolic processes. In agreement with these data, PDCD4 knockdown is associated with significant changes in the expression and/or splicing patterns of numerous transcripts. Using improved individual nucleotide resolution CLIP (iCLIP), we found that PDCD4 shows enriched binding to transcripts encoding cell adhesion and structural proteins. Consistent with these findings, PDCD4 knockdown or overexpression of mutant PDCD4 that resides only in the cytoplasm affects cell adhesion and spreading. These data provide new insights into the role of PDCD4 as a tumour suppressor.

## Material and methods

### Cell culture and live-cell imaging

MCF10A cells were cultured at 37°C with 5% CO_2_ in Dulbecco’s modified Eagle’s medium (DMEM)/F12 (1:1) supplemented with horse serum (5%), recombinant human epidermal growth factor (20 ng/ml, Peprotech), recombinant human insulin (10 µg/ml, Sigma−Aldrich), hydrocortisone (500 ng/ml, Sigma−Aldrich), and cholera toxin (10 ng/ml, Sigma−Aldrich).

MDA-MB231 cells were cultured at 37°C with 5% CO_2_ in DMEM, high glucose, pyruvate, GlutaMAX™ Supplement, supplemented with 10% Fetal bovine serum (FBS).

### Cell treatments

MCF10A cells were starved for either 4 h or overnight with Dulbecco’s modified Eagle’s medium (DMEM)/F12 (1:1) supplemented with horse serum (0.1%). Starved cells were stimulated with recombinant human insulin (10 µg/ml, Sigma-Aldrich) for 30 min according to the experimental design.

Before collecting MCF10A cells for experiments, the growth media were refreshed 4 h in advance.

To block CRM1-dependent, NES-dependent nucleo-cytoplasmic translocation, cells were treated with 20 nM Leptomycin B (LMB) (Sigma-Aldrich) for 4 h along with media replacement.

### Transfection

MCF10A cells were reverse-transfected with 10 nM siRNA (for human PDCD4: ON-TARGETplus L-004438–00-0005, Dharmacon) using Lipofectamine 2000 reagent (Thermo Fisher Scientific) according to manufacturers’ instructions for either 48 or 72 h.

MDA-MB-231 cells were transfected using with 0.5 ug pcDNA3.1-WT-Flag PDCD4 or pcDNA3.1-S457A-Flag PDCD4 using Lipofectamine 3000 reagent (Thermo Fisher Scientific) according to manufacturers’ instructions. All constructs were generated and cloned by GeneArt Custom Gene Synthesis (Thermo Fisher Scientific).

### Immunofluorescence (IF)

Cells were seeded onto glass coverslips and treated according to the experimental design. Cells were then fixed and permeabilised with cold 100% methanol. Primary antibody incubation was performed at 4°C overnight with the indicated antibodies (Supplementary Table 5). Secondary fluorescent antibodies were incubated for 1 h at room temperature (Supplementary Table 5). Cell nuclei were stained with 1:1000 Hoechst 33 258 (Thermo Fisher Scientific) for 15 min at room temperature. Images were acquired on Zeiss LSM 880 confocal (63 × oil objective) and analysed with ZEISS ZEN Microscope Software.

### Image analysis

Immuno-fluorescence images were analysed using a custom-made Python script. First, cell segmentation masks were generated using CellPose [26]. From the cell segmentation masks, membrane-only masks were generated using a boundary-detection algorithm from scikit-image [27], specifically find_boundaries. Then, we applied binary dilation (binary_dilation, with parameters mode=”thick” and thickness = 5) to obtain an area of fixed thickness around the cell membrane. The masks thus generated were then used to measure membrane and whole cell mean intensities for each image. Mean membrane intensity was normalised by whole cell intensity. Statistical significance was assessed using Welch’s *t*-test.

### Cell adhesion assay

The xCELLigence real-time cell analysis (RTCA) platform was used with modifications specific to the application of cell adhesion assays [28]. Briefly, cells were seeded onto a six-well plate, and knockdown experiments were carried out as described above. Trypsin-EDTA was used to detach MCF10A or MDA-MB-231 cells and then inactivated with either 10% HS or 10% FBS. Following washes with PBS, 17 000 cells/well were seeded onto a RTCA E-Plate previously coated with 20 µg/ml collagen from calf skin (Merck). 0.1% BSA coated wells were used as a negative control. Cell adhesion was assessed over a period of 3 h with measurements every 2 min.

### Cell lysis and protein quantification

Cells were washed with cold PBS and lysed in RIPA buffer (50 mM Tris HCl pH 7.5, 150 mM NaCl, 1% Triton X-100, 0.1% SDS, 0.5% sodium deoxycholate) supplemented with cOmplete mini EDTA free protease inhibitor cocktail (Roche) and 1X PhosSTOP phosphatase inhibitor cocktail (Roche). Protein concentration was quantified using PierceTM BCA Protein Assay Kit (Thermo Fisher Scientific) and cell lysates were diluted in SDS loading buffer (50 mM Tris (pH 6.8), 2% SDS, 10% glycerol, and 0.1% bromophenol blue), supplemented with 50 mM DTT and heated at 95°C for 5 min.

### Co-Immunoprecipitation (co-IP) and analysis

Around 1.5 mg Dynabeads® M-270 Epoxy (Thermo Fisher Scientific) were coupled with 5 µg of PDCD4 polyclonal antibody (Supplementary Table 5) overnight according to manufacturers’ instructions. MCF10A cells from a 15 cm^2^ dish were washed in cold PBS and lysed in fresh lysis buffer (20 mM Tris-HCl pH 8.0, 137 mM NaCl, 0.3% NP-40, 2 mM MgCl2), supplemented with 1X cOmplete mini EDTA free protease inhibitor cocktail (Roche). Cell lysate was left rotating for 10 min at 4°C and passed through a 23-gauge needle 10 times before being quantified using PierceTM BCA Protein Assay Kit (Thermo Fisher Scientific). 1.5 mg of protein was incubated with the antibody-Dynabeads mix at 4°C for 2 h with gentle rotation and then washed five times with Lysis Buffer before elution. For Western blot analysis, beads were resuspended in SDS-loading buffer, incubated at 70°C for 10 min (shaking at 700 rpm) and supplemented with DTT (100 mM final concentration). Samples were heated at 95°C for 5 min. For Mass Spectrometry analysis, beads were resuspended in 100 µl 0.5% Rapigest in 25 mM AMBIC solution, incubated at 80°C for 10 min, shaking at 700 rpm and the supernatant collected for further analysis. Protein quantification was performed using the Pierce 660 nm assay (Pierce™). Around 5 µg of total proteins were reduced with 4 mM DTT (Thermo Scientific™) at 60°C for 10 min, alkylated with 14 mM IAA (final concentration; # I3750, Sigma–Aldrich) for 30 min at room temperature in the dark before DTT quenching. Trypsin digestion (200 ng sequencing-grade trypsin solution, Promega Corporation) was performed at 37°C for 16 h with constant shaking (500 rpm). Peptides were eluted and cleaned by strong cation exchange (SCX) (Thermo Scientific™), followed by drying in a speed vacuum and storing at −20°C until use.

For LC-MS/MS acquisition, peptides were resuspended in 20 µL of 0.1% TFA containing 3% acetonitrile. Peptides were analysed using a Vanquish Neo UHPLC system (Thermo Scientific) coupled to an Exploris 480 mass spectrometer (Thermo Scientific) equipped with FAIMS Pro for gas phase separation. The peptide samples were loaded onto a trapping column (Thermo Scientific, PepMap100, C18, 300 µm x 5 mm) using partial loop injection for 3 min at a flow rate of 15 µL/min with 0.1% (v/v) FA in 3% acetonitrile. The sample was resolved on an analytical column (Easy Spray C18, 75 µm x 750 mm, 2 µm) at a flow rate of 300 nL/min using a gradient from 97% A (0.1% formic acid) to 3% B (80% acetonitrile, 0.1% formic acid) over 50.4 min, followed by an increase to 45% B over an additional 8 min.

LC-MS/MS data were acquired using two FAIMS CVs (50V and 70V), with each FAIMS experiment having a maximum cycle time of 1.5 s. For both FAIMS experiments, the data-dependent acquisition (DIA) program consisted of a full scan MS at a resolution of 120 000 (AGC set to 300% (3e6 ions) with a maximum fill time of 50 ms). MS/MS was performed at a resolution of 15 000 (AGC set to 200% (4e5 ions) with a maximum fill time of 22 ms) with an isolation window of 1.2 m/z and an HCD normalised collision energy of 26. To avoid repeated selection of peptides for MS/MS, the program used a 40-s dynamic exclusion window.

Raw data were imported and processed in Proteome Discoverer v3 (Thermo Fisher Scientific). The raw files underwent iterative database searches using Proteome Discoverer with SequestHF and Inferys rescoring algorithms against the *Homo sapiens* database [29] (updated on 20 220 524), which contains human protein sequences from UniProt/Swiss-Prot. Common contaminant proteins (various types of human keratins, BSA, and porcine trypsin) were included in the database. Spectra identification was performed using the following parameters: MS accuracy set to 10 ppm, MS/MS accuracy of 0.02 Da for spectra acquired in the Orbitrap analyser, allowance for up to two missed cleavage sites, carbamidomethylation of cysteine as a fixed modification, and oxidation of methionine as a variable modification. The Percolator node was utilised for false discovery rate estimation, and only rank 1 peptide identifications with high confidence (FDR < 1%) were accepted.

Label-free quantification was conducted based on the precursor ion area of identified peptides.

Peptide-level output from Proteome Discoverer was parsed and further filtered using the parse_features function in camprotR (version 0.0.0.9000) [30]. Along with metadata, peptide abundances were stored in an MSnSet object, “diff.median’ normalised and aggregated to protein level abundances using the MSnbase R package (version 2.24.2) [31].

Proteins identified only in the PDCD4 co-IP replicates were referred to as class I; proteins identified in two out of three PDCD4 co-IP replicates but in none of the IgG samples, were referred to as class II proteins in the paper. With the rest of identified proteins, missing values were imputed using either the “MinProb” or the “knn” methods in MSnbase. Missing values in the PDCD4 co-IP were imputed only if present in one replicate; whilst up to two missing values per protein were allowed to be imputed for the IgG co-IP. The rationale was to be more stringent in accepting possible PDCD4-binding proteins while trying to identify as many contaminants as possible in the IgG. All identified proteins except for those in class I and class II were subjected to limma (version 3.54.2) testing [32].

### Western blot analysis

Protein samples were separated on 4–12% SDS PAGE gel (Thermo Fisher Scientific), wet transferred on to PVDF membrane (Bio-Rad), blocked in 5% milk and detected with the indicated antibodies (Supplementary Table 5). IRDye Secondary Antibodies (LI-COR) were used in conjunction with an Odyssey Imager to detect proteins and bands were quantified with Image Studio™ Lite Quantification Software.

### Polysome profiling

Cells were seeded in a 15 cm^2^ dish and treated according to the experimental design. On the day of the experiment, the media was refreshed 4 h prior to harvesting. Cells were washed twice with 1X PBS- cycloheximide (100 μg/ml) and lysed in low salt gradient lysis buffer (20 mM Hepes pH 7.0, 10 mM NaCl, 5 mM MgCl2, 0.2 M sucrose, 0.5% NP-40, 5 μl RNasin, and 0.1 mg/ml cycloheximide). After 3-min incubation on ice, cells debris were pelleted at 1.300 g for 5 min at 4°C. The supernatant was quantified using PierceTM BCA Protein Assay Kit (Thermo Fisher Scientific).

Cell lysates were layered on sucrose gradients (10–50%) and centrifuged at 38 000 rpm for 2 h at 4°C. Gradient fractions were collected at 1-min intervals and the absorbance measured at 254 nm using a UA-6 UV/Vis detector (Teledyne Isco).

### RNA extraction and RT-qPCR

RNA extraction was performed from polysomal fractions with TRIzol™ LS Reagent according to the manufacturer’s instructions. Reverse transcription was carried out with Superscript™ IV (Thermo Fisher Scientific) and random hexamers (Invitrogen), according to the manufacturer’s instructions. The qPCR was performed using iTaq Universal SYBR® Green Supermix (Bio-Rad) with specific primers (Supplementary Table 5) using the Quantstudio 6 Flex real-time PCR system (Thermo Fisher Scientific).

### Orthogonal organic phase separation (OOPS)

MCF10A (one 10 cm^2^ plate) or MDA-MB-231 (one 6 cm^2^ plate) cells were washed in cold PBS and cross-linked with UVC (400 mJ/cm^2^) irradiation prior to lysis in TRIzol™ Reagent (Thermo Fischer Scientific). RBPs were isolated according to the protocol described in Queiroz *et al.* [33, 34] with the addition of a second RNA-digestion step using RNase1 for 30′ at 37°C. Methanol-precipitated proteins were quantified using the BCA assay. Around 10 µg total protein was used for Western blot analysis.

### Improved individual nucleotide resolution CLIP protocol (iiCLIP) and data analysis

Cells from a 15 cm^2^ dish were washed in cold PBS and cross-linked with UVC (150 mJ/cm^2^) irradiation. iiCLIP was performed as in F.C.Y Lee et. al. [35] using 1 mg of lysate and 5 µg PDCD4 antibody (Proteintech).

The final multiplexed library was sent for single-end sequencing using Illumina NextSeq500 High Output 75-cycle sequencing (Illumina Inc.).

The quality of Fastq files was checked with the FastQC tool (Andrews, S. (2010). FastQC: A Quality Control Tool for High Throughput Sequence Data [Online]. Available online at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc/).

The iCLIP analysis was performed using iCount, a Python module and associated command-line interface (CLI), which provides all the commands needed to process protein-RNA iCLIP interaction data. The reference genome for mapping was downloaded from Ensembl (release 88). Prior to the peaks function in iCount, cross-linked sites present in the IgG replicates were subtracted from the PDCD4 replicates and the latter merged in a single bed file using the group function, and further filtered to keep only peaks with a score greater than 5. Heatmaps for intron-exon and exon-intron junctions were generated using the rnamaps function in iCount.

iCount output files were eventually further analysed in RStudio; differential binding analysis was performed with Deseq2 (version 1.38.3), plots generated with ggplot2 (version 3.4.4) and Gene ontology (GO) enrichment analyses performed using goseq (version 1.50.0) taking the normalised read counts as bias factor.

The genomic coordinates of introns were extracted from TxDb.Hsapiens.UCSC.hg38.knownGene and the overlap with PDCD4 peaks coordinates was determined using the findOverlap function in the GenomicRanges R package (version 1.50.2). Because multiple peaks could potentially map to the same intron, the unique number of introns bound by PDCD4 was defined and the score of single peaks mapping to each intron summed up. A control dataset comprising random introns was generated to account for potential biases by sampling randomly from all introns, with the probability of selection weighted by the length of the intron.

ANOVA testing was implemented to provide insights into the significance of differences in lengths among PDCD4-bound, IgG-bound and control introns.

### RNA sequencing (RNA-seq) and data analysis

RNA was extracted with the RNeasy Mini Kit (QIAGEN), and RNA integrity was assessed using the Agilent 4150 TapeStation (Agilent). Libraries were prepared according to TruSeq Stranded Total RNA Library Prep Human/Mouse/Rat (Illumina Inc.) system. Paired-end sequencing was performed using Illumina NextSeq500 High Output 150-cycle (2 × 75 bp) sequencing (Illumina Inc.). Demultiplexed files were downloaded from BaseSpace (Illumina Inc.), and lanes concatenated into a single fastq per sample. Reads were then pseudo-aligned to the human transcriptome reference GRCh38 (release 109) using Salmon, and transcript-level estimates were imported in R studio using the R package tximport (version 1.26.1). Differential gene expression (DGE) and differential transcript expression (DTE) were carried out using the tximport function and DESeq2 (version 1.38.3).

In order to test if the effect of PDCD4 knockdown on the transcriptome (in either direction) was linked to the binding of the protein to those affected RNAs, we tested whether there was an association between the genes with differential binding (iCLIP) and differential abundance (RNA-Seq). Since higher RNA abundance is expected to lead to higher power to detect differential binding or abundance, we generated a null distribution for the expected number of genes affected in both binding and abundance using a random sampling procedure which accounted for this bias. Genes binned based on their abundance using the read counts in the iCLIP and RNA-Seq datasets. Within each bin, the number of significant genes in either iCLIP or RNA-Seq analysis was identified, and the same number of genes was randomly selected from each bin. The overlap between the randomly selected genes from the iCLIP and RNA-Seq datasets was determined, and this procedure was repeated ‘n’ times to obtain a null distribution for how many genes would be both differential bound and differentially abundant by chance. An empirical *P*-value was then calculated by comparing the observed overlaps to the null distribution.

Alternative splicing analysis was performed using rMATS (version 4.1.2) and it was run with the -t paired –readLength 75 parameters and the gencode.v44.annotation.gtf annotation. Only Junction Counts files were considered for further analysis using the R package maser (version 1.16.0). Alternative splicing events were defined as statistically significant if they have an FDR ≤ 5%, an absolute inclusion level difference > 0.1, and inclusion read counts + skipped read counts ≥ 10.

To test if there was a link between changes in skipped exons (SE) and the binding of PDCD4 near the AS event, a new genomic range was created spanning from the 3′ end of the upstream exon to the 5′ end of the downstream exon. Then the overlap with the PDCD4 peak file was determined using the findOverlap function in the GenomicRanges R package (version 1.50.2) and a metric reflecting the absolute effect size and statistical significance was calculated as: abs(IncLevelDifference)*-log10(*P-*Value). To analyse the relationship between this metric and PDCD4 binding around those exons, a logistic regression generalised linear model was fitted.

### Additional statistical analysis

Additional statistical analysis was performed using the unpaired t-test, assuming normal distribution, or one way ANOVA when comparing two or more groups, respectively using Graphpad Prism version 10 (Graphpad software, San Diego, USA). Unless otherwise stated, error bars represent mean ± standard deviation of N replicates.

## Results

### PDCD4 interacts with additional RNA-binding proteins

To gain a better understanding of the role of PDCD4 in cells derived from healthy tissues, the binding partners of PDCD4 were identified using co-immunoprecipitation (co-IP) and label-free quantification mass spectrometry (MS). PDCD4 primarily resides in the nucleoplasm of unstressed cells [36] (Supplementary Fig. 1A); however, as it rapidly diffuses to the cytoplasm upon cell lysis (Supplementary Fig. 1B), we were able to utilise milder buffer conditions to extract PDCD4 and the interacting proteins. In total, compared to the control IgG samples, 45 proteins interacted with PDCD4 in all three biological replicates (class I), 85 in two biological replicates (class II) and 4 were identified as enriched following Linear Models for Microarray and RNA-Seq Data (limma) analysis (FDR 5%, class III) [32] (Fig. 1A, B and Supplementary Table 1). As PDCD4 is predominantly a nucleoplasmic protein (Supplementary Fig. 1A), it was unsurprising that two previously reported cytoplasmic interactors, PABP and eIF4A [2, 3, 37], were not amongst the targets identified in the MS analysis, although PABP was slightly enriched against the IgG control (Supplementary Fig. 1C). Furthermore, consistent with the nuclear localisation of PDCD4, out of the 49 protein partners (45 class I and 4 class III), 23 were either exclusively nucleoplasmic or nuclear-cytoplasmic shuttling proteins, whereas only 10 were reported to be cytoplasmic, as annotated by the Human Protein Atlas (https://www.proteinatlas.org/) (Fig. 1C). The nuclear/cytoplasmic ratio was even higher when including proteins from class II (Supplementary Fig. 1D).

**Figure 1.**
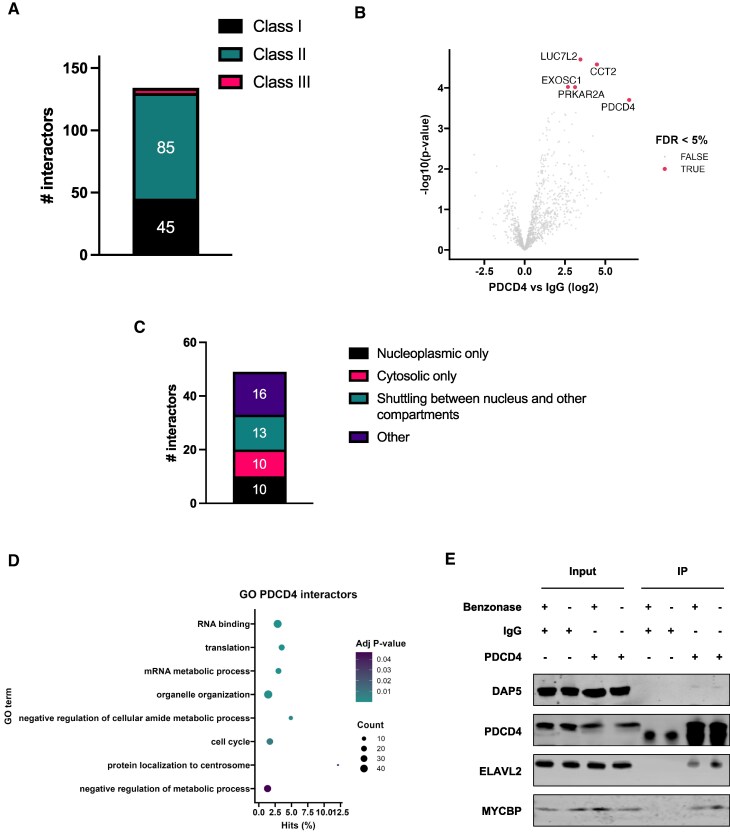
PDCD4-bound proteome. **(A)** Stacked bar chart showing the number of proteins immunoprecipitated with PDCD4 identified in three biological replicates (class I), two biological replicates (class II), or identified as enriched following Linear Models for Microarray and RNA-Seq Data (LIMMA) analysis (class III). **(B)** Volcano plot displaying the enrichment of PDCD4 interactors following limma analysis; *x*- and *y*-axes represent log2 fold-change differences and statistical significance (as the negative log of *P*-values), respectively (Adj *P*-value < 0.05). **(C)** Stacked bar chart reporting the number of protein interactors of classes I and III localising to the selected subcellular niches according to human protein atlas. **(D)** Top molecular function GO terms over-represented in proteins enriched in the PDCD4 co-IP; *P*-values were calculated taking into account protein abundance (from Paxdb) and adjusted according to Benjamini–Hochberg (see Materials and methods). **(E)** Representative Western blot showing input and co-IP samples in the presence of absence of Benzonase (250U, 1 h). Input samples were taken after lysate was separated for PDCD4 and IgG immunoprecipitation.

Gene Ontology (GO) analysis identified more than 40 proteins functionally annotated as “RNA binding” as well as significant enrichment for “translation” and “mRNA metabolic process” (Fig. 1D, Supplementary Table 1). Western blot analysis was performed to validate the interactions, including the two most enriched proteins from class I, ELAV-like protein 2 (ELAVL2, also known as HELN1 or HuB) and MYC Binding Protein (MYCBP), and one from class II, eukaryotic translation initiation factor 4 gamma 2 (eIF4G2, also known as DAP5) (Fig. 1E). To determine whether these interactions with PDCD4 were direct or RNA-dependent, immunoprecipitation was carried out in the presence or absence of the nuclease Benzonase. RNA digestion had no impact on DAP5 binding, indicating that this was a direct interaction with PDCD4 (Fig. 1E). The amount of DAP5 recovered in a PDCD4 co-IP is modest, which is likely due to these proteins residing in different subcellular compartments. Conversely, the binding of ELAVL2 and MYCBP was reduced after Benzonase treatment, suggesting a partly nucleic acid-mediated interaction (Fig. 1E).

Taken together, these data suggest that within the nucleus of cells derived from healthy tissues, PDCD4 interacts with a substantial number of RNA-binding proteins, most of which are either localised within the nucleus or are nuclear/cytoplasmic shuttling proteins.

### PDCD4 interacts with RNA in MCF10A cells

PDCD4 is considered to be an RBP, however only a few targets have been described so far [38, 39]; therefore, it was important to assess the genome-wide PDCD4-bound transcriptome.

The RBPbase database (v0.2.1 alpha) integrates high-throughput RBP detection studies in different organisms and cell types. According to this database, PDCD4 was classified as a candidate RBP in studies that also identified the well-characterised RBPs HuR, HRNPC1/2, and PTBP1 (Supplementary Fig. 2A, Supplementary Table 2). However, PDCD4 was not identified in many other studies, which could reflect the low expression of the tumour suppressor protein in the cell lines employed.

To test whether PDCD4 could bind RNA in cells derived from normal breast epithelium, MCF10A cells were either exposed to UVC (400 mJ/cm^2^) irradiation or left unirradiated and the RNA-binding proteome was enriched using OOPS [33, 34] (Fig. 2A). RBPs enriched at the aqueous-organic interface due to UVC cross-linking were released by RNA digestion and recovered for western analysis. In a similar manner to the canonical RBPs HuR, PTBP1, and hnRNP C1/C2, PDCD4 was enriched at the interface after UV cross-linking and was released from it after RNA digestion, demonstrating that PDCD4 has RNA binding capacity (Fig. 2B).

**Figure 2.**
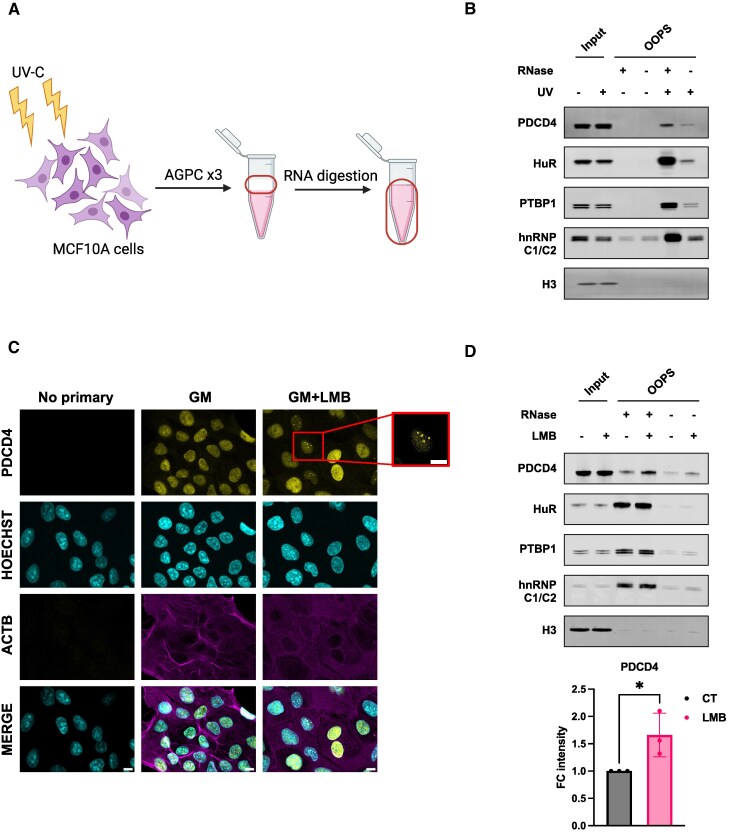
PDCD4 binds RNA in MCF10A cells. **(A)** Schematic representation of OOPS. **(B)** Western Blotting analysis of input and OOPS samples in either UV-C irradiated or unirradiated MCF10A cells, in the presence or absence of RNAse (1, A and T1) treatment. Blots shown are representative of three independent biological experiments. **(C)** Confocal microscopy of either growing (GM) or LMB-treated MCF10A (20 nM final concentration, 4 h); Cells were stained against ACTB, PDCD4 and cells nuclei with Hoechst (scale bar, 10 μm). Images were acquired on Zeiss LS880 confocal microscope. **(D)** Top, western blotting analysis of input and OOPS samples following LMB treatment (20 nM final concentration, 4 h) and UV-C irradiation. Blots shown are representative of three independent biological experiments. Bottom, PDCD4 densitometry measured from the RNase treated lanes with the Image Studio Li-COR software and shown as barplot with statistics (Unpaired *t*-test was applied, *N* = 3, * = *P* value < 0.05).

Due to its nucleoplasmic localisation and robust interaction with nuclear proteins, we next investigated whether the RNA binding of PDCD4 was primarily in the nucleus of MCF10A cells, rather than originating from the small fraction of the protein in the cytoplasm. Since PDCD4 rapidly diffuses from the nucleus upon cell lysis (Supplementary Fig. 1B), it was not possible to perform OOPS on fractionated cell lysates. Therefore, the growth media (GM) of MCF10A cells was supplemented with Leptomycin B (LMB), a potent and specific inhibitor of XPO1-mediated nuclear export, to ensure PDCD4 nuclear retention. Interestingly, while LMB prevented PDCD4 export from the nucleus of growing cells (Fig. 2C and Supplementary Fig. 2B) and even prevented export in response to serum starvation (Supplementary Fig. 2C), it also led to a noticeable re-localisation of the protein to small nuclear foci (Fig. 2C). OOPS was subsequently performed on LMB-treated cells which revealed an increase in RNA binding exclusively for PDCD4, without any similar effect observed for other tested RNA-binding proteins (Fig. 2D).

Collectively, these data indicate that PDCD4 binds directly to RNA and the majority of these interactions occur in the nucleus of MCF10A cells.

### PDCD4 binds to coding sequences and introns, but it does not directly affect splicing

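In iCLIP, RNA is cross-linked to protein by UV light, the protein of interest is immunoprecipitated, and reverse transcription of the attached RNA tends to stop at the cross-linked nucleotide, so that the ends of the cDNAs mark the sites of contact. In MCF10A cells, an established non-transformed breast epithelial cell line, 2 replicates were immunoprecipitated with PDCD4 antibody and 2 with isotype control IgG. The authors mapped the reads to the human genome (GRCh38, from Ensembl), called crosslink sites with iCount and deposited 1 list of sites for each immunoprecipitation, in which the replicates are pooled. Each listed site is 1 nt wide and carries a score, which is the number of cDNAs counted there, without normalization, and the symbol and Ensembl identifier of the gene or genes it lies in. The lists hold only sites that passed the false discovery rate filter of iCount, from a score of 1 upwards. No value per replicate is given, so there is no spread between replicates, no test between PDCD4 and IgG was run, and intervals cover counting error only.
The PDCD4 list held 158922 sites with a summed score of 409308 cDNAs, and the IgG list 111361 sites with a summed score of 276139. Filtering for scores greater than 5 left 2354 PDCD4 sites, with a summed score of 19332 cDNAs and a mean score of 8.21. The same threshold left 768 IgG sites, with a summed score of 4980 and a mean of 6.48. The highest score was 87 in the PDCD4 list and 22 in the IgG list. A site above the threshold was therefore more frequent in the PDCD4 list (1.48% of its sites) than in the IgG list (0.69%), and the number of sites above the threshold depends on the depth of each list. The methods describe a removal of IgG crosslink sites from the PDCD4 replicates before peaks were called, and 721 positions were listed in both files, 28 of them with a score greater than 5 in the PDCD4 list. Sites were assigned to the regions of GENCODE release 44 on the same strand, in the order CDS, 3′UTR, 5′UTR, ncRNA and intron over all annotated transcripts, and sites with several gene labels (3255 for PDCD4 and 2325 for IgG) were counted for each gene.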

To identify RNA transcripts directly targeted by PDCD4 and expand our current knowledge on the function of the tumour suppressor, an improved individual-nucleotide resolution UV cross-linking and immunoprecipitation (iCLIP) assay [35] was performed and the PDCD4-bound molecules were sequenced with next-generation sequencing (NGS) on the Illumina platform. Principal component analysis (PCA) showed a pronounced transcriptome divergence between isotype control (IgG) and PDCD4-iCLIP (Supplementary Fig. 3A). 

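Of the 2354 PDCD4 sites with a score greater than 5, 888 lay in coding sequence, a share of 37.7% (95% Wilson interval 35.8% to 39.7%). Introns held 541 sites (23.0%, 21.3% to 24.7%), 3′UTRs 464 (19.7%), exons of ncRNA 409 (17.4%, 15.9% to 19.0%) and 5′UTRs 49 (2.08%). Of the 768 IgG sites, 119 lay in coding sequence (15.5%, 13.1% to 18.2%) and 343 in introns (44.7%, 41.2% to 48.2%). The IgG shares were 18.0% (138 sites) in 3′UTRs, 19.0% (146 sites) in ncRNA and 2.60% (20 sites) in 5′UTRs. The intervals of the lists did not overlap for coding sequence or for introns. A single mitochondrial gene, MT-RNR2, which encodes the 16S ribosomal RNA, held 8.16% of the PDCD4 sites and 18.0% of their summed score, and these sites count as ncRNA. Without MT-RNR2 the ncRNA share was 10.0% (8.84% to 11.4%) for PDCD4 and 18.7% (16.1% to 21.6%) for IgG. The IgG share rested largely on NEAT1 (38 sites) and MALAT1 (35 sites). Without the 10 largest genes of each list the order turned, with 8.78% (7.52% to 10.2%) for PDCD4 and 6.35% (4.70% to 8.53%) for IgG. Which list has the higher ncRNA share therefore depends on a few genes. The choice that moved the shares most was the score threshold. With every listed site, 20.9% of PDCD4 sites lay in coding sequence and 49.6% in introns, against 9.72% and 66.0% of IgG sites. With only scores greater than 10, 27.0% of the 282 PDCD4 sites lay in coding sequence and 54.6% in ncRNA.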

When focusing on highly significant peaks (score greater than 5 and FDR < 5%), 42% mapped to coding sequences (CDS) consistent with studies on individual mRNAs [38], 23.6% mapped to intronic regions, 21.4% to the 3′UTR, 10.7% and 2.3% to noncoding regions and to the 5′UTR, respectively (Fig. 3A). The majority of intronic peaks belong to pre-mRNAs rather than to long noncoding RNAs (lncRNAs) (Supplementary Fig. 3B). 

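Among the 541 intronic PDCD4 sites with a score greater than 5, 463 lay in introns of protein-coding genes, a share of 85.6% (95% Wilson interval 82.4% to 88.3%). A further 70 sites (12.9%) lay outside protein-coding genes in genes labelled as lncRNA, and 34 of these 70 lay inside the precursor genes of nuclear rRNA that RefSeq annotates within the lncRNA genes ENSG00000278996 and ENSG00000280441. In the IgG list, 327 of the 343 intronic sites (95.3%) lay in introns of protein-coding genes and 15 (4.37%) in those of lncRNAs. With all listed sites the shares in protein-coding genes were 94.9% for PDCD4 and 95.5% for IgG. At a score greater than 10 the share was 47.1% of 17 intronic PDCD4 sites, and the IgG list had 1 intronic site.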

The binding of PDCD4 to intronic regions, although unexpected, is consistent with its nuclear localisation under growing conditions. To rule out the possibility that the RNA binding of PDCD4 within introns was simply a reflection of the size of these genomic elements, the length of the PDCD4-bound introns was compared to those bound by the IgG and a random weighted control. 

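The intronic PDCD4 sites with a score greater than 5 fell into 434 different annotated introns and the IgG sites into 316. Where annotated introns were nested, the shortest one holding the site was taken. PDCD4-bound introns had a median length of 5277.5 nt (quartiles 1709 and 16851 nt), and IgG-bound introns a median of 14275 nt (quartiles 4496 and 40830 nt). On the log2 scale the medians were 12.37 and 13.80, a difference of -1.44 (95% bootstrap interval -1.98 to -0.91 over introns). Introns of one pooled list are not replicates, so this interval describes the lists and no p-value is given. Introns drawn at random with a probability proportional to their length had a median of 46063.5 nt. The median of the PDCD4-bound introns lay below those of all 10000 random sets of the same size, and so did the median of the IgG-bound introns. When annotated introns were drawn with equal probability instead, the random median was 2049.5 nt and both lists lay above all random sets. The difference between PDCD4 and IgG shrank to -0.37 over every listed site (32902 and 29983 introns). Its sign changed to 0.55 at a score greater than 10, with 10 introns for PDCD4 and 1 for IgG.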

One-way ANOVA statistical testing showed a significant difference in the lengths of the introns among the tested groups with the PDCD4-bound introns shorter than those in both the random weighted and the IgG controls (Fig. 3B). 

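Intron-exon junctions were taken as the last 100 nt of an intron together with the first 50 nt of the exon that follows. Of the PDCD4 sites with a score greater than 5, 369 (15.7%, 95% Wilson interval 14.3% to 17.2%) lay in such a window of an annotated transcript, against 68 IgG sites (8.85%, 7.04% to 11.1%). Supplementary Table 3 lists 136 junctions, of which 129 held at least 1 site with a score greater than 5, with 124 sites on the exon side and 16 on the intron side. Ranked by summed score within these 136 junctions, the first was in SLC7A5 (exon starting at position 87851849 on the minus strand of chromosome 16), with 18 cDNAs at 2 sites. The next were MUC1 (chromosome 1, position 155190079, minus strand, 17 cDNAs) and KRT81 (chromosome 12, position 52286493, minus strand, 15 cDNAs). HSP90AB1 and PLEC (chromosome 8, position 143927992, minus strand) followed with 14 cDNAs each, and then KRT7 (chromosome 12, position 52241472, plus strand) with 13. Junctions in RPS6 and SPTAN1 also had 13. The MUC1 junction is not an annotated exon start in GENCODE release 44. Differences of 1 to 5 cDNAs at 2 sites are within counting error, so the order of these genes is not resolved. Over all annotated junctions, 356 in 231 genes held a site. The largest sums then lay in ACTB, led by the exon starting at position 5527611 on the minus strand of chromosome 7 with 105 cDNAs at 11 sites. Exon starts of every annotated transcript counted, so windows can overlap or lie inside an exon of another transcript. All 51 ACTB sites with a score greater than 5 were assigned to coding sequence (28) or the 3′UTR (23) and none to an intron. The ACTB sums therefore need not mark binding at a junction.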

A small percentage of significant peaks mapped to intron-exon junctions (Fig. 3C) with the highest peaks in Plectin (PLEC), Solute Carrier Family 7 Member 5 (SLC7A5, also known as LAT1), Mucin 1 (MUC1), and Keratins 81 (KRT81) and 7 (KRT7). However, the only GO term enriched for peaks mapping to intron-exon junctions was “RNA-binding” (Supplementary Fig. 3C, Supplementary Table 3). 

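Exonic PDCD4 sites with a score greater than 5 were compared between the first 50 nt of exons that follow an intron (the exonic side of the 3′SS) and the last 50 nt of exons that precede one (the exonic side of the 5′SS). There were 296 sites next to a 3′SS and 35 next to a 5′SS, a log2 ratio per available position of 3.17 (95% counting interval 2.66 to 3.67). When the same sites were placed at random in the exons of their genes 1000 times, 95% of the ratios lay between -0.51 and 0.48. The IgG list had 40 and 24 sites, a log2 ratio of 0.80 (0.07 to 1.53), within the range of its random placements (-1.26 to 1.16). Over every listed site of the same genes, where the IgG counts are larger, the ratio was 2.94 for PDCD4 and 1.97 (1.81 to 2.13) for IgG. With a single transcript per gene the PDCD4 ratio was 4.40, and the IgG list had 23 sites next to a 3′SS and 5 next to a 5′SS (interval of the log2 ratio 0.80 to 3.60). With windows of 100 nt the ratios were 1.00 and 0.40. On the intronic side, counting only sites assigned to introns, the last 100 nt before a 3′SS held 27 PDCD4 sites and the first 100 nt after a 5′SS held 30.
The positions behind this ratio were mapped over every listed site in 38817 internal exons of at least 150 nt that overlap no other annotated exon. The last 60 nt of these exons held 197 PDCD4 sites and the 60 nt before them 2201, a log2 ratio of -3.48 (-3.69 to -3.27). In the IgG list the numbers were 77 and 664, a log2 ratio of -3.11 (-3.45 to -2.77). The number of sites changed 62 nt from the exon end in the PDCD4 list and 63 nt from it in the IgG list. In exons of at least 200 nt, the first 50 nt held 706 PDCD4 sites and the next 50 nt held 633, a log2 ratio of 0.157 (0.00268 to 0.312).

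**Figure D1:**
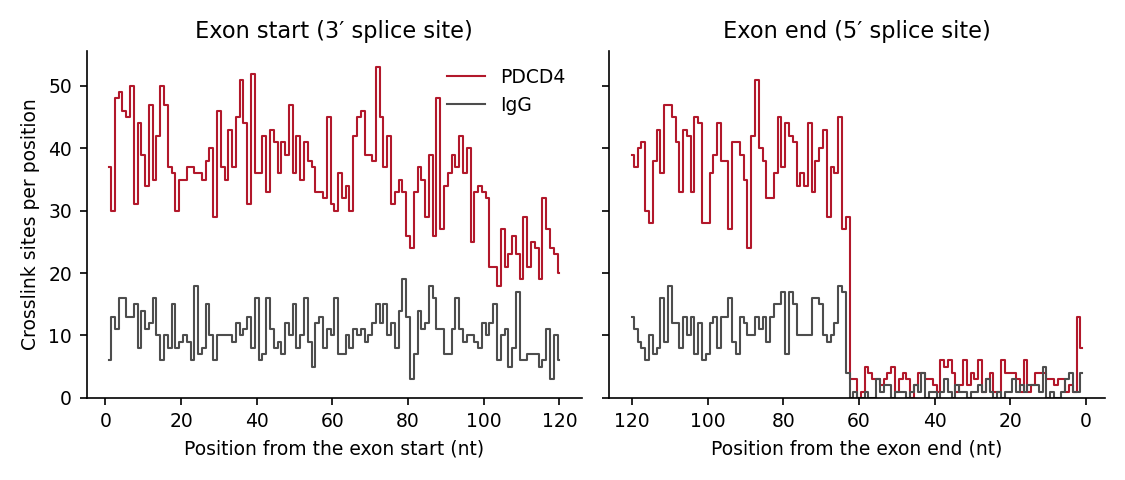
Number of crosslink sites at each nucleotide position from the start (left) and the end (right) of internal exons of at least 150 nt, over every listed site of the PDCD4 (red) and IgG (grey) lists. In both lists the number falls about 60 nt before the exon end, and it has no such change at the exon start.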

Interestingly, almost no enrichment towards the 5′ Splice Site (SS) was observed, suggesting a specificity for the 3′SS region (Supplementary Fig. 3D).

**Figure 3.**
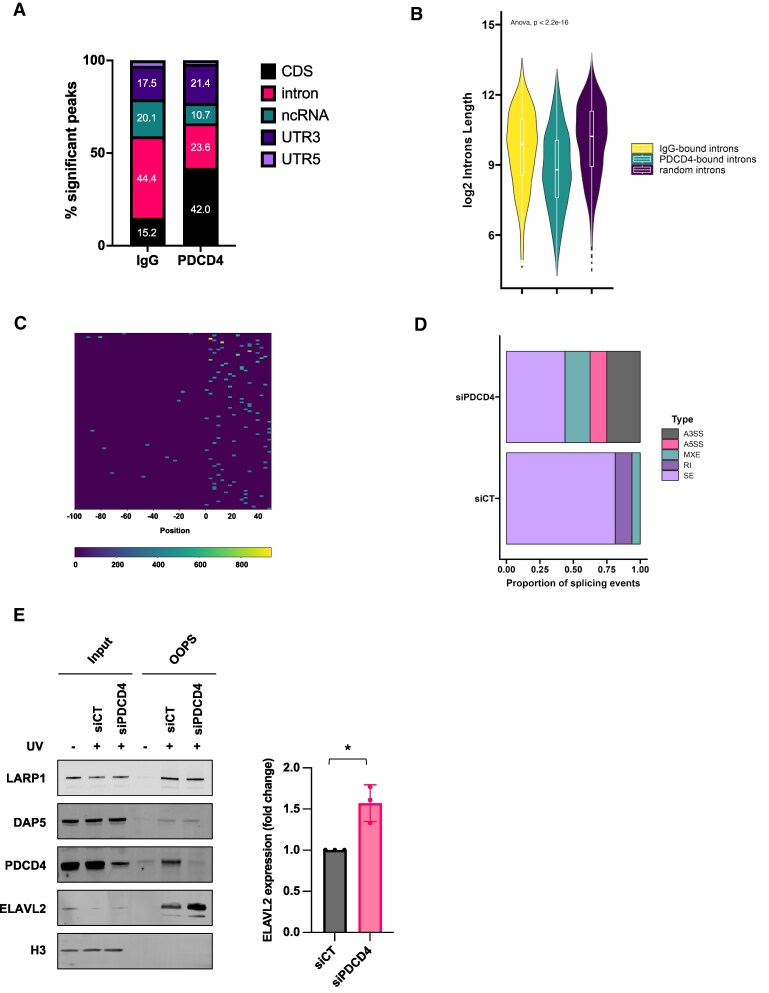
PDCD4 binding preferences. **(A)** Stacked bar chart representing the RNA biotypes enriched in either IgG or PDCD4 iCLIP datasets (FDR 5%, score > 5). **(B)** Violin plot reporting the length (expressed in logarithm scale) of the introns bound by either PDCD4 or IgG as well as the length of randomly sampled and weighted introns. Statistical comparisons were performed using ANOVA. **(C)** Heatmap highlighting the distribution of PDCD4 peaks relative to intron-exon junctions, expressed as count per million (CPM). D) Stacked bar chart reporting the proportion of significant splicing events (FDR < 5% and -0.1 < deltaPSI > 0.1) in either siCT or siPDCD4 cells; each alternative splicing (AS) type is represented by a colour. Type of splicing events shown are skipped exon (SE), mutual exclusive exon (MXE), retained intron (RI), alternative 5′-end splice site (A5SS), alternative 3′-end splice site (A3SS). **(E)** Left, western Blotting analysis showing input and OOPS samples in either siCT or siPDCD4 MCF10A cells (± UV-C irradiation). Blots shown are representative of three independent biological experiments. Right, bar chart reporting the densitometry of ELAVL2 measured with the Image Studio Li-COR software (Unpaired *t*-test was applied, *N* = 3, * = *P* value < 0.05).

Binding of PDCD4 to introns and in proximity of the 3′SS could potentially suggest a role in RNA splicing. Therefore, PDCD4 expression was reduced by siRNA, RNA-seq carried out, and this dataset used for a replicate multivariate analysis of transcript splicing (rMATS). Compared to controls cells, PDCD4 silenced MCF10A cells showed an impact on 28 alternative splicing events, primarily skipped exons (SE, *n* = 20), such as in CD44, the CDC42 binding protein kinase beta (CDC42BPB), and GRB10 interacting GYF protein 2 (GIGYF2) (Fig. 3D, Supplementary Fig. 3E and Supplementary Table 4). Furthermore, intron retention (RI, *n* = 2), alternative 3′ splice site (A3SS; *n* = 4), and alternative 5′ splice site (A5SS; *n* = 2) events were also altered (Fig. 3D and Supplementary Table 4). To identify whether PDCD4 had a direct or indirect role in splicing, for each splicing event (SE) detected in rMATS, the absolute effect size (delta percent spliced in) was multiplied by the statistical unlikeliness (-log10(*P*-value)) to obtain a metric summarising the change in splicing. Logistic regression was applied to determine whether changes in splicing were associated with PDCD4 binding in close proximity to the skipped exon. According to this statistical model, there was no significant association between PDCD4 binding and exon skipping (Supplementary Fig. 3F).

As PDCD4 was found to interact with multiple RBPs, including splicing-associated proteins (Fig. 1D and Supplementary Table 1), we then asked whether the RNA-binding capacity of these interactors could be affected by PDCD4 knockdown. OOPS was performed following PDCD4 knockdown by siRNA, and we observed a significant increase in ELAVL2 binding to RNA (Fig. 3E).

These data show that PDCD4 binds primarily to the coding sequences of target RNAs. 

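The coding-sequence share of PDCD4 sites rose with the score, from 18.6% at a score of 1 to 30.5% at a score of 5 and 38.3% at scores of 6 and 7. At the same scores the IgG shares were 6.15%, 14.7% and 16.1%. Of 8 score classes, the PDCD4 share was the higher one in all 8, and in 7 the 95% Wilson intervals of the lists were separate. In the class above 10, which holds 282 PDCD4 sites and 7 IgG sites, the PDCD4 share was lower than in the class of 8 to 10 (42.6%). When the PDCD4 scores were thinned at random to the summed score of the IgG list, a median of 777 sites kept a score greater than 5, and 35.6% of these lay in coding sequence (32.4% to 37.8% over 100 draws). From the shares of peaks by region (Fig. 3A), the paper concludes that coding sequences are the main binding regions of PDCD4.

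**Figure D2:**
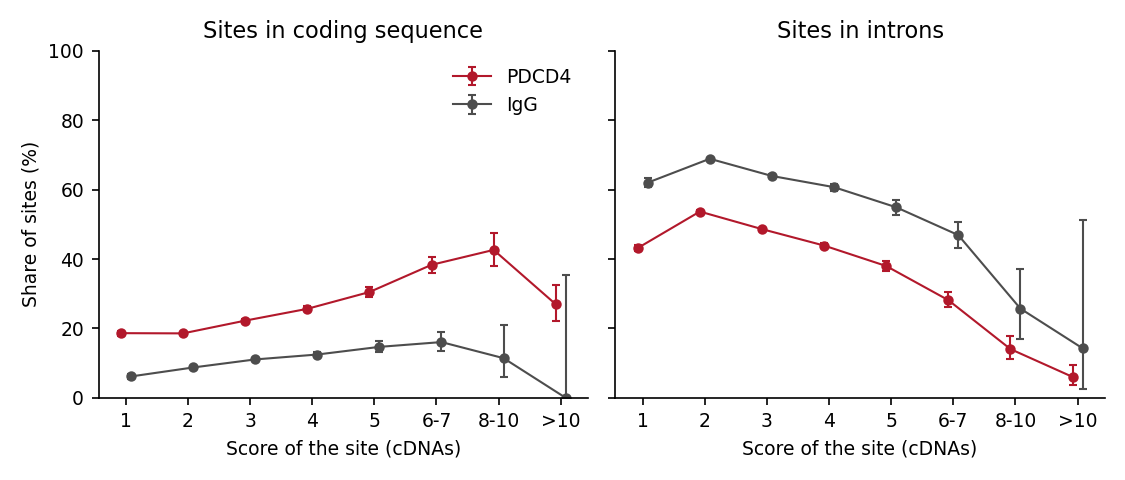
Share of sites in coding sequence (left) and in introns (right) by the score of the site, for PDCD4 (red) and IgG (grey). Points are shares and bars 95% Wilson intervals. The PDCD4 points lie above the IgG points for coding sequence and below them for introns in all 8 score classes.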

Despite the observed interaction with shorter introns, as well as a preference for binding to the 3′SS region, binding of PDCD4 to RNA does not appear to directly regulate RNA splicing. However, these data suggest the interaction of PDCD4 with other RBPs may impact their RNA binding and subsequent RNA processing.

### PDCD4 binds to mRNAs encoding for cell adhesion molecules and structural proteins

Analysis of our PDCD4 iCLIP dataset revealed specific binding to a variety of mRNA transcripts (Fig. 4A) and GO term analysis highlighted an enrichment for transcripts encoding cell adhesion molecules and structural proteins, including cytoskeletal components (Fig. 4A and B). 

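Differential binding was computed by the authors from counts per replicate, which the pooled lists do not give. For each gene, the summed score of its sites was therefore expressed per 10000 cDNAs of its list, and the PDCD4 and IgG values were compared as a log2 ratio after adding 1 cDNA to each sum. Supplementary Table 3 lists 301 genes as significant by DESeq2. Of these, 194 had a site with a score greater than 5 in either list, and 166 of the 194 (85.6%) had a ratio above 0, against 58.7% of the 1331 other genes with such a site. For 144 of the 194 genes no IgG site was listed at this threshold, so the ratio depends on the added cDNA. When every listed site was used, all 301 genes had a site and 295 had a ratio above 0, while the median of all 14416 genes was -0.07. Across these 301 genes, the ratio over every listed site and the log2 fold change of the paper had a Spearman correlation of 0.74 and a Pearson correlation of 0.71. Genes are not independent replicates, and the paper's list was chosen on the same libraries.
Families of adhesion and cytoskeletal genes were defined by gene symbol. With scores greater than 5, 53 of their members had a site, with a summed score of 3963 cDNAs at 487 sites in the PDCD4 list and 247 cDNAs at 38 sites in the IgG list. PLEC alone contributed 2031 of the PDCD4 cDNAs. The median log2 ratio of the families was 0.85, equal to the median of all 1525 genes with such a site, because a gene with 1 site of 6 cDNAs in the PDCD4 list and none in the IgG list has this value. Without a score minimum, 131 members had a median log2 ratio of 0.43 (95% bootstrap interval 0.25 to 0.67), which lay above all 10000 random gene lists of the same size matched on the mean share (random median -0.13). The ratio was above 0 for 89 of the 131. By family, the medians over every listed site were 1.48 for plexins (7 genes), 1.19 for spectrins (3 genes) and 1.14 for laminins (9 genes, interval -0.18 to 1.80). They were 1.03 for plakins and plectin (7 genes) and 1.02 for keratins (17 genes), whose members share sequence with each other. Actins and myosins had 0.47 (0.06 to 1.41), collagens 0.43, integrins 0.30, filamins and actinins 0.18 and tubulins 0.02. The medians were -0.02 for cadherins and catenins and -0.26 for talin, vinculin and focal adhesion genes. From collagens on, every interval included 0. Genes with symbols starting with RPL or RPS, most of which encode ribosomal proteins and which were taken as a comparison, had a median of 0.87 over 126 genes, also above all random lists.
Among single genes at a score greater than 5, ACTB had 443 cDNAs at 51 sites in the PDCD4 list and 23 at 3 sites in the IgG list (log2 ratio 2.25). FLNA had 126 cDNAs at 18 sites against 12 at 2 sites (1.33), CAPN15 81 at 12 sites against 6 at 1 site (1.59) and LAMA5 91 at 13 sites against 12 at 2 sites (0.87). MYH9 (167 cDNAs at 21 sites) and FASN (57 at 8 sites) had no IgG site listed at this threshold. Their log2 ratios over every listed site were 1.41 for MYH9 and 2.76 for FASN. GPI had a ratio of -0.06 at a score greater than 5, with 3 PDCD4 sites and 1 IgG site, and of 1.46 over every listed site. The highest sums in the IgG list belonged to the nuclear lncRNAs NEAT1 (260 cDNAs at 38 sites, against 93 at 14 sites for PDCD4) and MALAT1 (248 at 35 sites, against 114 at 17 sites).

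**Figure D3:**
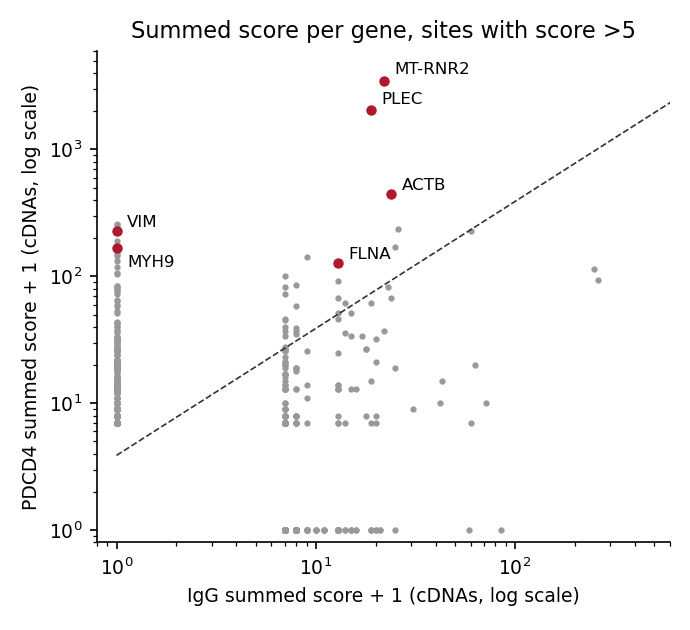
Summed score per gene in the IgG list (horizontal axis) and the PDCD4 list (vertical axis), each plus 1 cDNA on a log scale, for the 1525 genes with a site of a score greater than 5 in either list. Each point is a gene, the dashed line marks equal shares of both lists, and 6 genes are labelled in red. Genes at the left edge have no IgG site listed, and PLEC and MT-RNR2 lie farthest above the line among the genes with one.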

To determine how PDCD4 may regulate gene expression, we carried out RNAseq analysis following its siRNA-mediated depletion. We identified 113 genes and 274 transcripts that were downregulated (FDR < 5%, Fig. 4C, Supplementary Fig. 4A, 4B and Supplementary Table 4) upon PDCD4 knockdown with a small, yet significant, enrichment in the term “extracellular matrix structural constituent” (Fig. 4D). 

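The overlap sheet of Supplementary Table 4 names 25 genes, all of which are among the 301 genes of the paper's iCLIP comparison. Only the iCLIP side of this overlap was analysed here. With scores greater than 5, 17 of the 25 genes had a PDCD4 site and 7 had an IgG site, with summed scores of 568 and 70 cDNAs. KRT7 had the largest sum (234 cDNAs at 30 sites, against 25 at 4 sites for IgG, log2 ratio 1.22), followed by SRRM2 (83 at 13 sites, no IgG site listed) and AHNAK (61 at 9 sites against 13 at 2 sites, 0.19). For CHD4, DYNC1H1 and TFCP2L1, each with 1 or 2 PDCD4 sites and 1 IgG site, the ratio at this threshold was below 0 (-0.86, -1.96 and -1.59). C3, DGKQ, DSP, DUS1L, EXOC7, HS6ST1, SLC41A1 and SNAPC4 had no site listed at this threshold in either list. Over every listed site, all 25 genes had PDCD4 sites, the median log2 ratio was 1.03, and 24 of the 25 had a ratio above 0. The paper chose these genes as enriched in the same libraries, so ratios above 0 are no independent support. The largest ratios were those of DGKQ (2.63, from 54 cDNAs at 21 sites against 5 at 2 sites) and EXOC7 (2.44, from 136 at 58 sites against 16 at 7 sites).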

In total, 25 transcripts found to be significantly (FDR < 5%) enriched in the PDCD4 iCLIP dataset were also differentially expressed upon gene knockdown (Supplementary Fig. 4B, C and Supplementary Table 4), suggesting that PDCD4 may directly or indirectly regulate the stability of these transcripts. Taken together these data suggest that PDCD4 interacts with several transcripts encoding cell adhesion and structural molecules, and it regulates the expression of different genes, in some cases, through direct molecular interactions with their respective mRNAs.

**Figure 4.**
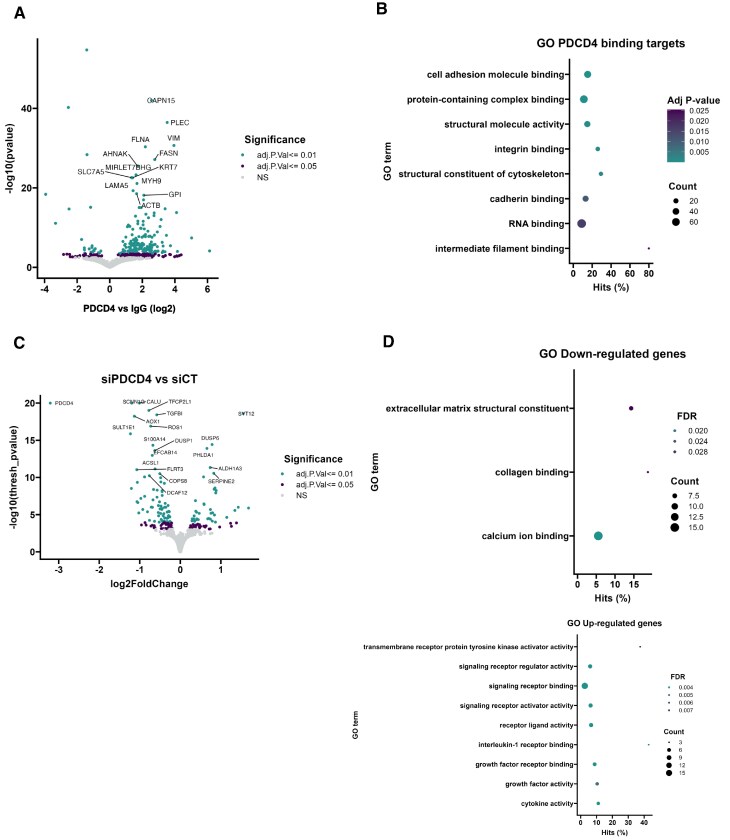
PDCD4 binds to cell adhesion molecules. **(A)** Volcano plot representing the enrichment of PDCD4-bound RNAs compared to the IgG control; *x* and *y* axes represent log2 fold change and –log10 *P*-value, respectively (adjusted *P*-value (BH adjustment) less than 0.05 and 0.01, respectively). **(B)** Top eight molecular function GO terms over-represented in RNAs enriched in the PDCD4 iCLIP; *P*-values were calculated taking into account read counts and adjusted according to Benjamini–Hochberg (see Materials and methods). **(C)** Volcano plot representing differential gene expression upon PDCD4 silencing; *x* and *y* axes represent log2 fold change and –log10 *P*-value, respectively; in green and red are transcripts with adjusted *P*-value (BH adjustment) less than 0.05 and 0.01, respectively. D) Molecular function GO terms over-represented in genes significantly down-regulated (on the top) or up-regulated (on the bottom) upon PDCD4 silencing; *P*-values were calculated taking into account gene length and read counts and adjusted according to Benjamini–Hochberg (see Materials and methods).

### Knockdown of PDCD4 is associated with changes in cell adhesion

To validate our iCLIP data we assessed two of the most enriched transcripts which encoded plectin (PLEC) and vimentin (VIM) (Supplementary Fig. 5A). 

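PLEC (ENSG00000178209) lies on the minus strand of chromosome 8 of GRCh38, from 143915153 to 143976734. The PDCD4 list held 226 sites with a score greater than 5 in it, with a summed score of 2031 cDNAs (mean 8.99 per site), which is 10.5% of the list, against 3 IgG sites with 18 cDNAs (log2 ratio 4.78). Of the PDCD4 sites, 190 lay in coding sequence, 26 in the 3′UTR and 8 in introns, whereas all 3 IgG sites were intronic. Without a score minimum, PLEC had 1062 PDCD4 sites with 4278 cDNAs and 61 IgG sites with 193 cDNAs (log2 ratio 3.90, against the paper's reported log2 fold change of 3.53). Its highest PDCD4 site, with a score of 42, was in coding sequence at position 143920622. The reference sequence of the transcribed strand from position 143920637 to 143920607 around it is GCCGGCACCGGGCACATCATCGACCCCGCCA.
VIM (ENSG00000026025) lies on the plus strand of chromosome 10, from 17228241 to 17237593. It had 23 PDCD4 sites with a score greater than 5 and a summed score of 228 cDNAs (mean 9.91 per site), 20 in coding sequence and 3 in the 3′UTR, and no IgG site was listed at this threshold. Without a score minimum there were 165 PDCD4 sites with 597 cDNAs and 5 IgG sites with 13 cDNAs (log2 ratio 4.85, against the paper's reported log2 fold change of 3.94). The highest site had a score of 37 and lay in coding sequence at position 17235273, where the reference sequence from 17235258 to 17235288 is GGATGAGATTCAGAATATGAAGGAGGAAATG. To see whether cDNAs of other genes could have been placed at these sites, the 30 nt after each site were searched in all annotated transcripts. Another gene held them for 2 of the 226 PLEC sites and 1 of the 23 VIM sites. Only exact matches of the 30 nt were counted, so similar sequence with mismatches was not searched.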

Importantly, RNAseq analysis revealed no significant differences in the levels of both mRNAs after PDCD4 depletion (Supplementary Fig. 5B). To determine whether the binding of PDCD4 may affect the translation of *PLEC* and *VIM* transcripts, we carried out polysome profiling and RT-qPCR analysis following PDCD4 siRNA knockdown (Fig. 5A). These data demonstrate that although *VIM* mRNA did not show any difference in the association with polysomes when compared to control cells, we overserved a trend in the reduction of *PLEC* mRNA from polysomes after 48 h of PDCD4 depletion. The subtle drop in *PLEC* mRNA association with heavy polysomes resulted in a small, yet significant, reduction in PLEC protein levels after 72 h of PDCD4 knockdown (Fig. 5B). Moreover, the cellular localisation of PLEC was altered after 48-h PDCD4 depletion, showing decreased accumulation at cell membranes (Fig. 5C and D). Taken together, these correlative data suggest that PDCD4 may be required for the efficient translation of *PLEC* mRNA.

**Figure 5.**
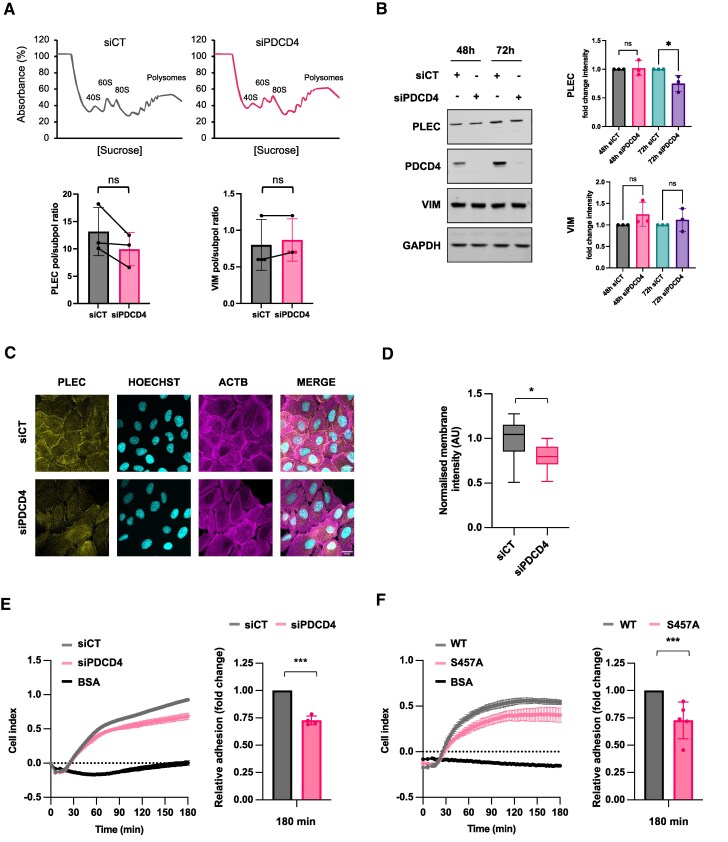
PDCD4 in cell adhesion. **(A)** Top, representative polysome profiling traces for siCT and siPDCD4 MCF10A cells. Bottom, bar charts representing the loading of both PLEC (left) and VIM (right) on either subpolysomal or polysomal fractions, expressed as a ratio (Unpaired *t*-test was applied, *N* = 3, ns = not significant). **(B)** Left, western blotting of siCT and siPDCD4 MCF10A cells upon either 48- or 72-h knockdown. Right, bar chart reporting the densitometry of either PLEC (top) or VIM (bottom) measured with the Image Studio Li-COR software (Unpaired *t*-test was applied, *N* = 3, *= *P*-value ≤ 0.05). **(C)** Confocal microscopy of MCF10A cells transfected with siCT and siPDCD4 for 48 h. Cells were stained against PLEC and ACTB, and cells nuclei with Hoechst (scale bar, 20 μm). Images were acquired on Zeiss LS880 confocal microscope. **(D)** Box plot showing quantification of PLEC protein at the cell membrane following PDCD4 knockdown in MCF10A cells. Mean PLEC intensity at the membrane was normalised to mean intensity of the whole cell. Quantification was obtained from 10 (siCT) or 11 (siPDCD4) fields of view across three independent biological replicates (Welch’s *t*-test was applied, siCt = 173 cells, siPDCD4 = 171 cells, *= *P*-value ≤ 0.05). **(E)** Left, a representative line plot showing the adhesion of MCF10A cells transfected with siCT or siPDCD4 for 48 h, using the RTCA xCELLigence platform over 180 min. Cell index is an arbitrary value that can be used to infer cell attachment. Right, bar chart showing the relative difference of adhesion in siPDCD4 compared to siCT cells after 180 min (unpaired *t*-test was applied, *N* = 4 biological replicates, *** = *P*-value < 0.001). **(F)** Left, a representative line plot showing the adhesion following overexpression of WT or S457A PDCD4 in MDA-MB-231 cells using the RTCA xCELLigence platform over 180 min. Cell index is an arbitrary value that can be used to infer cell attachment. Right, bar chart showing the relative difference of adhesion in S457A PDCD4 compared to WT cells after 180 min (unpaired *t*-test was applied, *N* = 5 biological replicates, *** = *P*-value < 0.001).

In epithelial cells, both cell adhesion molecules and structural components of the cytoskeleton are essential to ensure adequate adhesion to the extracellular matrix (ECM). As the most enriched GO terms within our PDCD4 iCLIP data were related to cell adhesion, we determined the impact of PDCD4 on cell adhesion using the RTCA xCELLigence platform [28], which measures changes in electrical impedance to infer cell attachment in a label-free manner over 180 min. Compared to control cells, PDCD4 depleted MCF10A cells adhered to the ECM more slowly, confirming a role for PDCD4 in this process (Fig. 5E). Importantly, the effect on MCF10A cell adhesion was observed within 48 h of PDCD4 knockdown, whereas PLEC protein did not decrease until 72 h of knockdown (Fig. 5B), suggesting that the reduction in PLEC was unlikely to be solely responsible for the effect on cell adhesion.

PDCD4 is a tumour suppressor protein and we hypothesise, given the potential role in cell adhesion, that PDCD4 loss could be associated with increased metastases and therefore worse disease prognosis. Unsurprisingly, the overall probability of survival in breast cancer patients with lower PDCD4 expression is decreased compared to patients with higher PDCD4 levels (Supplementary Fig. 5C).

Our previous data suggests that PDCD4 predominantly binds to its target transcripts in the nucleus (Fig. 2). To confirm that the nuclear interaction between PDCD4 and transcripts controlling cell adhesion was not limited to MCF10A cells, we used the triple-negative breast cancer (TNBC) epithelial cell line, MDA-MB-231. Compared to MCF10A cells, MDA-MB-231 cells express low levels of PDCD4 (Supplementary Fig. 5D). We therefore utilised transient expression of either WT or mutant S457A PDCD4, which cannot translocate to the nucleus [21] (Supplementary Fig. 5E). In support of our MCF10A siPDCD4 data, cells expressing mutant S457A PDCD4 adhere more slowly compared to cells overexpressing wild-type PDCD4 (Fig. 5F), suggesting that the nuclear function of PDCD4 is crucial to the regulation of transcripts promoting cell adhesion. Moreover, whereas overexpression of WT PDCD4 increased PLEC protein expression, PLEC was significantly lower in control and S457A PDCD4 overexpressing cells (Supplementary Fig. 5F). In support of our data from LMB treated MCF10A cells (Fig. 2D), S457A PDCD4 expressed in MDA-MB-231 cells showed reduced RNA binding (Supplementary Fig. 5G), correlating with a reduction of PLEC protein levels (Supplementary Fig. 5F). Taken together, these data demonstrate that the nuclear function of PDCD4 is crucial to the regulation of PDCD4-bound mRNAs.

## Discussion

There have been numerous studies on the function of PDCD4 as a tumour suppressor protein in cancer-derived cells, however, very little research has been carried out to understand the role of PDCD4 in non-tumorigenic tissues. Therefore, a greater understanding of the role of this protein in cells derived from control tissues was warranted. We show that in untransformed epithelial MCF10A cells, PDCD4 predominantly localises in the nucleus, where it interacts with many RNA-binding proteins which are either similarly nuclear-based or nuclear/cytoplasmic shuttling proteins (Fig. 1C and Supplementary Fig. 1D). Given this localisation of PDCD4, it was therefore unsurprising that two well-described interactors in tumour-derived cells, PABP and eIF4A1, were not identified as significant binding targets in MCF10A cells, and only a small proportion of eIF4G2 (also known as DAP5) was found to interact with PDCD4 (Fig. 1E). We confirmed that PDCD4 binds to RNA and that some of the interactions occur in the nucleus (Fig. 2). Consistent with these data, using iCLIP we identify that while PDCD4 binds predominately to CDSs, it also interacts with non-coding regions (Fig. 3A and Supplementary Fig. 3B). We find no evidence for a direct role of PDCD4 in splicing; therefore, we hypothesise that the interaction of PDCD4 with intronic regions suggests with an indirect role in splicing or alternatively that these regions act as a “bait” for nuclear retention of PDCD4 under control conditions.

Interestingly, a significant number of PDCD4 RNA targets identified in our iCLIP analysis encode for proteins involved in cell adhesion and/or structure, including PLEC (Fig. 4A and B). This finding aligns with our data showing that PDCD4 knockdown or overexpression of mutant PDCD4 that cannot shuttle to the nucleus, affects cell adhesion and spreading (Fig. 5E and F). Interestingly, we observed a reduction in cell adhesion within 48 h PDCD4 depletion (Fig. 5E), whereas PLEC protein only decreased from 72 h (Fig. 5B), suggesting the dysregulation of PLEC alone may not be responsible for reduced cell adhesion. However, we did observe mislocalisation of PLEC protein following PDCD4 depletion from 48 h (Fig. 5C and D). Although the mechanism of PLEC mislocalisation after PDCD4 depletion is not currently clear, it may be a direct consequence of cells being less adherent or, if PDCD4 directly regulates processes that determine PLEC localisation, it is possible that the delocalisation of PLEC may contribute to the observed effect on cell adhesion. In addition, the lack of any physical interaction between PDCD4 and eIF4A in MCF10A cells, as well as our observations with the phospho-mutant in MDA-MB-231 cells, suggest that cell adhesion is unlikely to be regulated via PDCD4-mediated inhibition of eIF4A. The impact of PDCD4 on cell adhesion is also consistent with data showing PDCD4 overexpression impairs the migration of hepatocellular carcinoma (HCC), ovarian, and endometrial cancer cells [40–42], suggesting that PDCD4 may be a general regulator of adhesion. Furthermore, analysis also shows that high expression of PDCD4 is associated with better prognosis of breast cancer patients (Supplementary Fig. 5C).

RBPs do not function individually, instead they form complexes composed of various subsets of RBPs under different cellular conditions that work together to coordinate a wide array of cellular processes [24, 25]. PDCD4 is similar in this regard and our data show that it displays localisation-dependent interactions with RBPs, with a predominantly nuclear localisation in untransformed cells. We propose that PDCD4 interacts with protein partners and target RNAs in the nucleus of untransformed cells. These PDCD4-containing RNP complexes are subsequently exported to the cytoplasm where they associate with the ribosomal machinery, and this ultimately regulates cell adhesion (Fig. 6). These data, obtained from studying the function of PDCD4 in untransformed cells, expand our understanding of the role of PDCD4 as a tumour suppressor and provide an additional explanation for poor cancer prognosis in patients with low PDCD4 expression.

**Figure 6.**
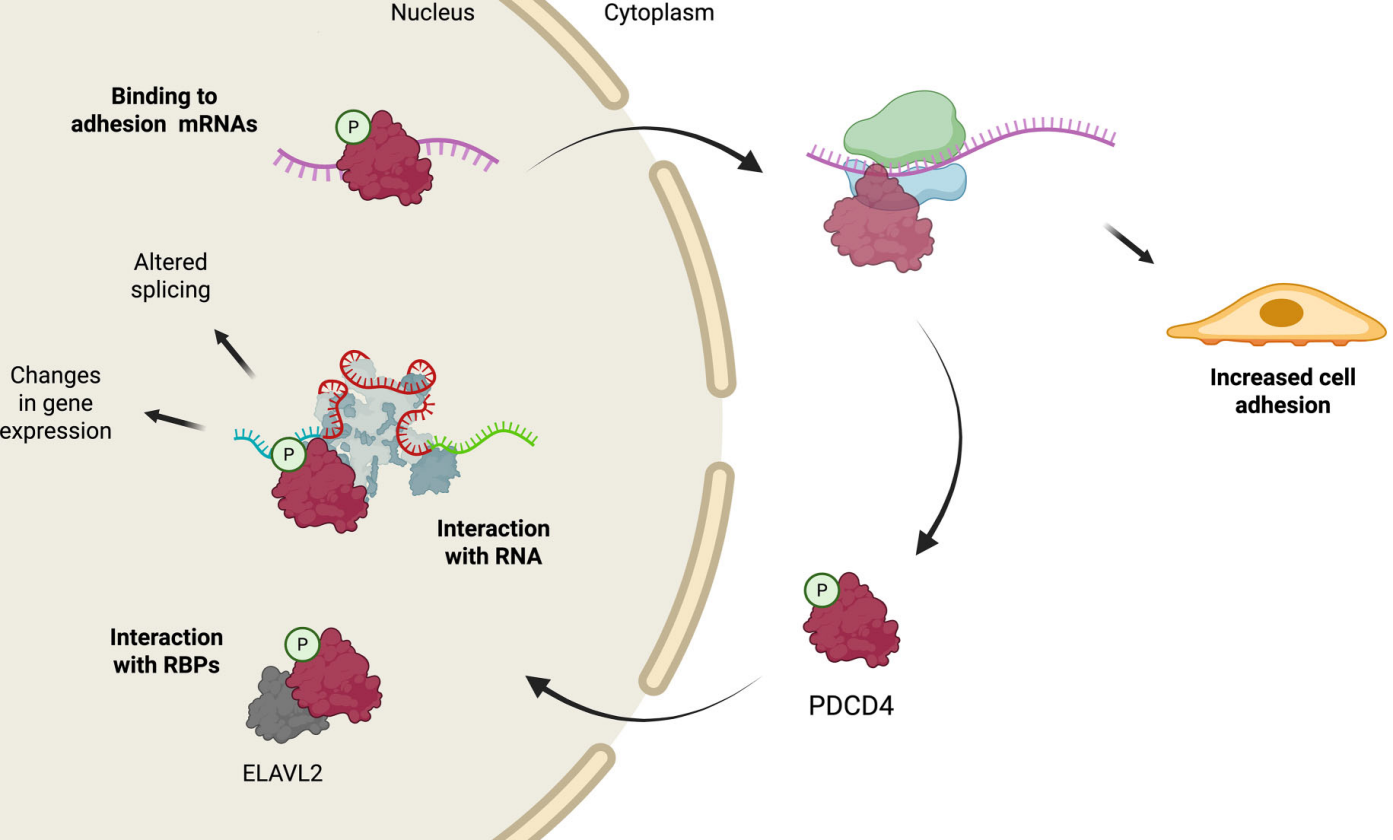
Proposed model of PDCD4 regulation of cell adhesion. Under growing conditions, PDCD4 is phosphorylated on Ser457 by AKT or ribosomal S6 kinase (RSK) and migrates to the nucleus. Here, PDCD4 interacts with multiple RBPs, including ELAVL2, ultimately affecting RNA levels and splicing regulation. Nuclear PDCD4 also interacts with different RNA molecules, some of which encode for cell adhesion-related factors, increasing cell attachment to ECM. Created in BioRender. Harvey, R. (2025) https://BioRender.com/sc1f4kh.

## Supplementary Material

gkag071_Supplemental_Files

## Data Availability

Mass spectrometry data have been deposited in ProteomeXchange with the primary accession code PXD054188. All the sequencing data generated in this paper have been deposited in the Gene Expression Omnibus under accession numbers GSE272497 and GSE272498. Any additional information required to reanalyse the data reported in this paper is available from the corresponding contact upon request.

# Supplementary material for: Functional characterisation of tumour suppressor PDCD4 reveals previously undisclosed role in the control of cell adhesion
**Source:** Nucleic Acids Res. 2026 Feb 2;54(3):gkag071. doi: 10.1093/nar/gkag071
**Supplement:** gkag071_Supplemental_Files

## **SUPPLEMENTARY TABLES**

**Supplementary Table 1.** PDCD4 co-IP

**Supplementary Table 2.** PDCD4 in RBPbase database

**Supplementary Table 3.** PDCD4 iCLIP

**Supplementary Table 4.** siPDCD4 KD DGE, DTE and splicing

**Supplementary Table 5.** Antibodies and primers used in this study

A

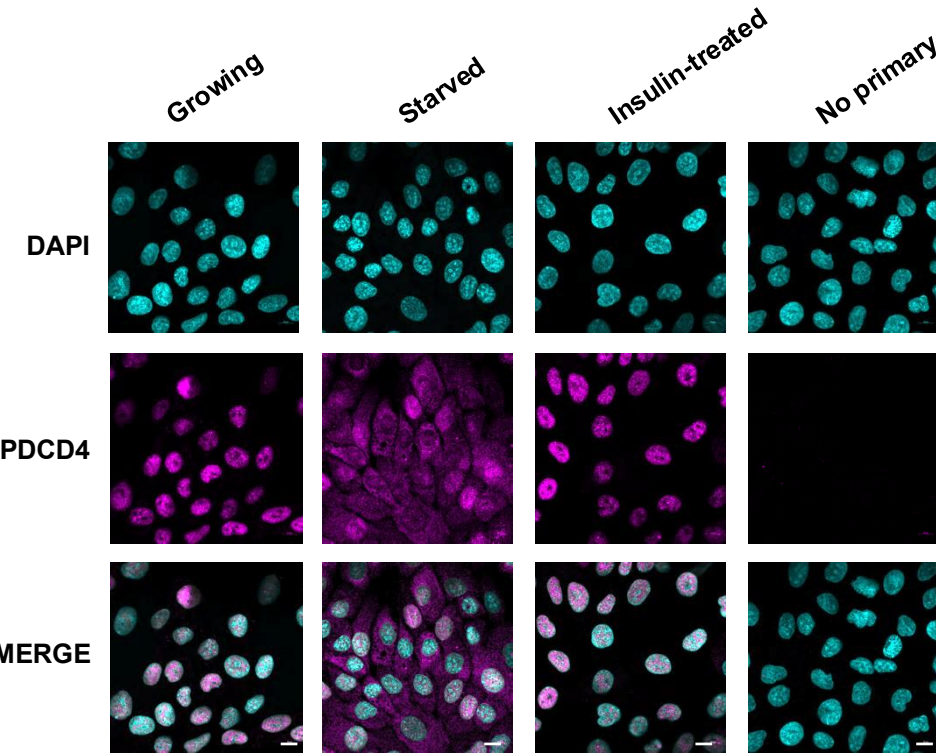

B

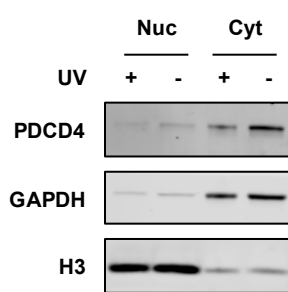

C

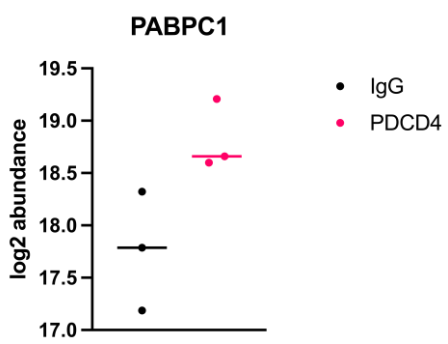

D

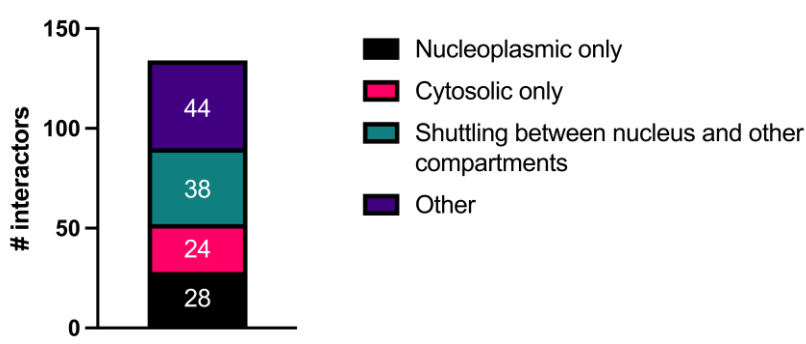

**Supplementary Figure 1.** A) Confocal microscopy showing PDCD4 localisation in MCF10A cells under either growing conditions, 4-hour starved or 30' insulin-treated (1.7  $\mu$ M final concentration). Cells nuclei were stained with Hoechst; scale bar, 10  $\mu$ m. Images were acquired on Zeiss LS880 confocal microscope B) Western blot for PDCD4 following subcellular fractionation, +/- UV-C irradiation. C) Scatter plot showing the log2 abundance of PABPC1 in either the IgG or PDCD4 co-IP-MS replicates. D) Stacked bar chart reporting the number of protein interactors of classes I, II and III localising to the selected subcellular niches according to Human Protein Atlas.

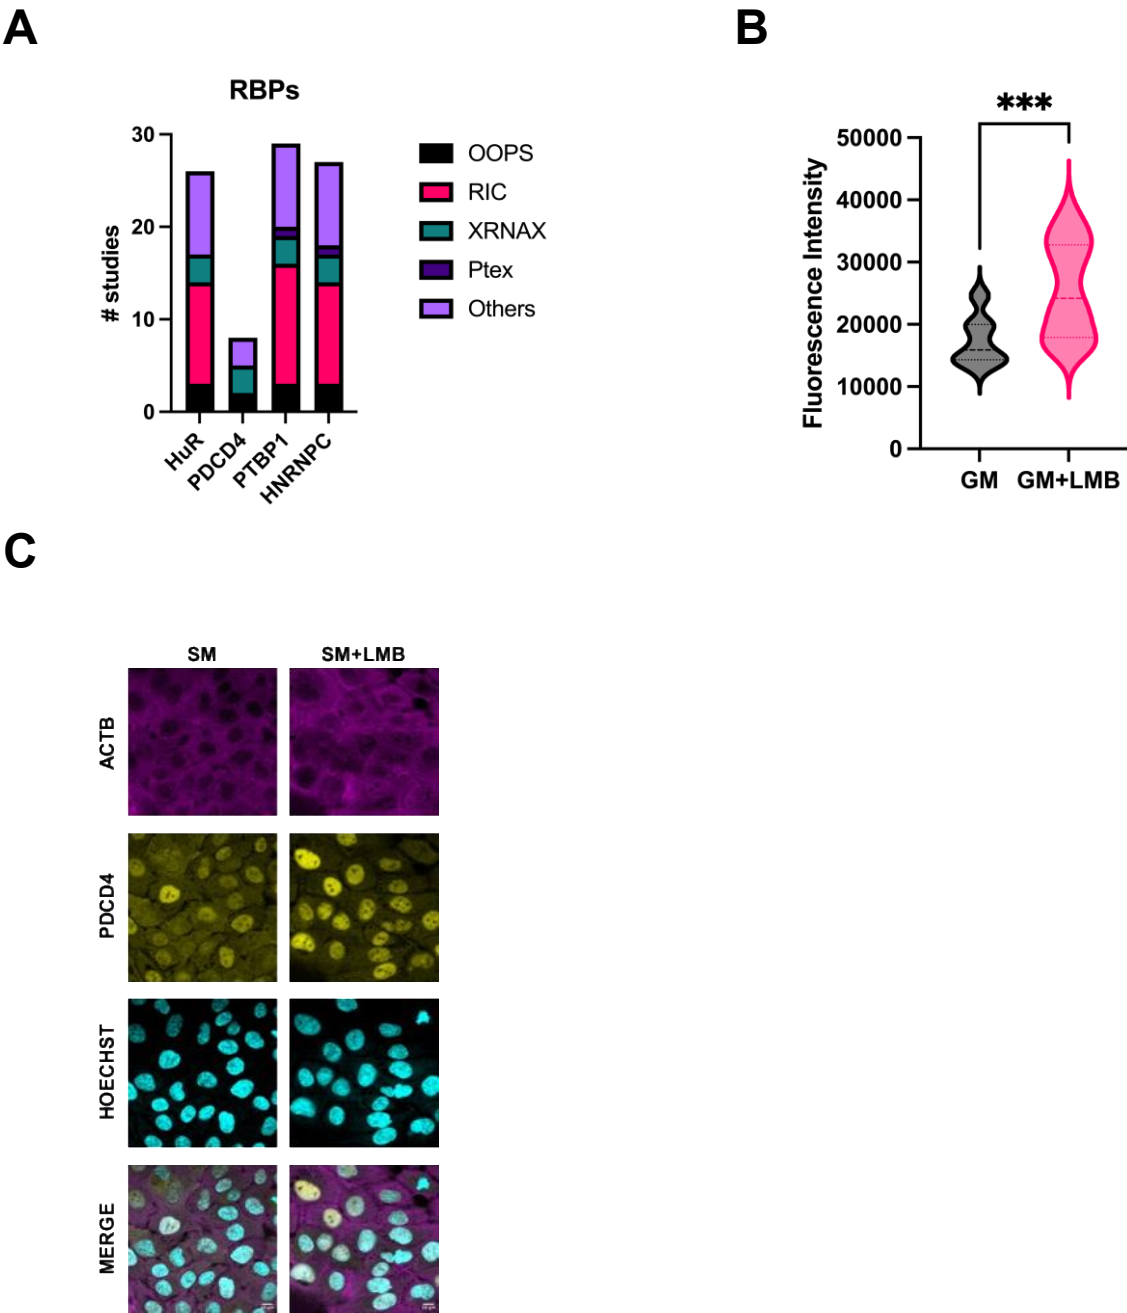

A

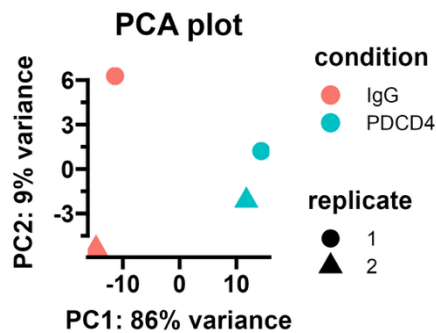

B

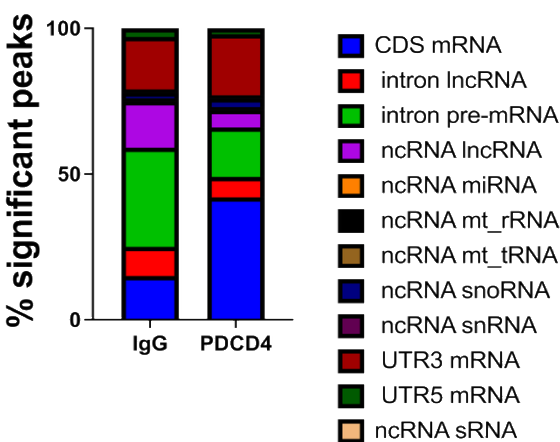

C

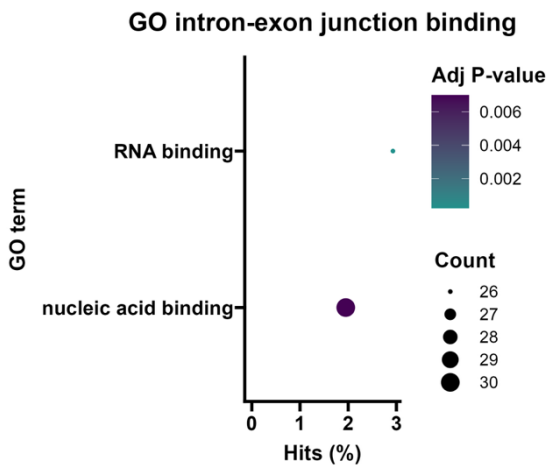

D

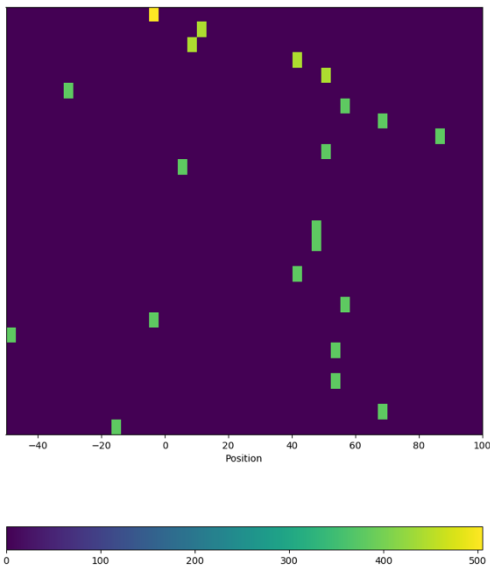

E

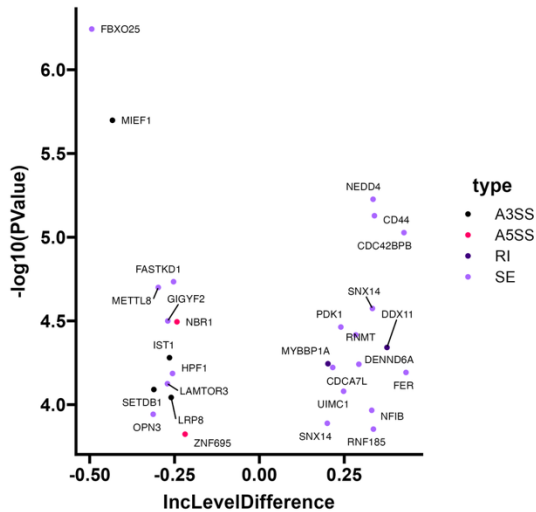

F

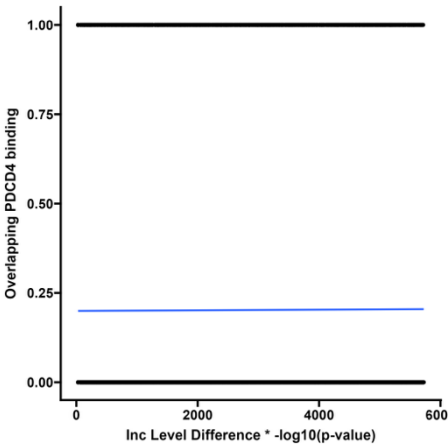

**Supplementary Figure 3.** A) Principal component analysis (PCA) of PDCD4 and IgG iCLIP samples. B) Stacked bar chart representing the RNA subtypes enriched in either IgG or PDCD4 iCLIP datasets (FDR 5%, score > 5). C) Significant MF GO terms over-represented in the list of PDCD4 peaks mapping to the intron-exon junctions; P-values were calculated taking into account gene length and read counts and adjusted according to Benjamini–Hochberg (see Methods). D) Heatmap highlighting the distribution of PDCD4 peaks relative to exon-intron junctions, expressed as count per million (CPM). E) Simplified volcano plot showing only significant (FDR < 5% and  $-0.1 < \Delta\text{PSI} > 0.1$  and sum read count > 10, See methods) splicing events; x and y axes represent inclusion level difference ( $\Delta\text{PSI}$ ) and  $-\log_{10}$  P-value, respectively; events with negative  $\Delta\text{PSI}$  represent have higher inclusion in the siPDCD4 cells; different AS types are shown in different colours. F) Scatterplot depicting the relationship between the splicing effect size and the likelihood of PDCD4 binding around skipped exon (SE) events. The x-axis represents the rank of the metric derived from multiplying the inclusion level difference (IncLevelDifference) by the negative logarithm of the p-value ( $-\log_{10}(\text{PValue})$ ), providing a measure of absolute effect size and statistical significance. The y-axis indicates the presence (1) or absence (0) of PDCD4 binding overlaps near the SE events. Data points represent individual SE events, with a fitted binomial logistic regression model (blue line) showing the predicted probability of PDCD4 binding as a function of the ranked effect metric.

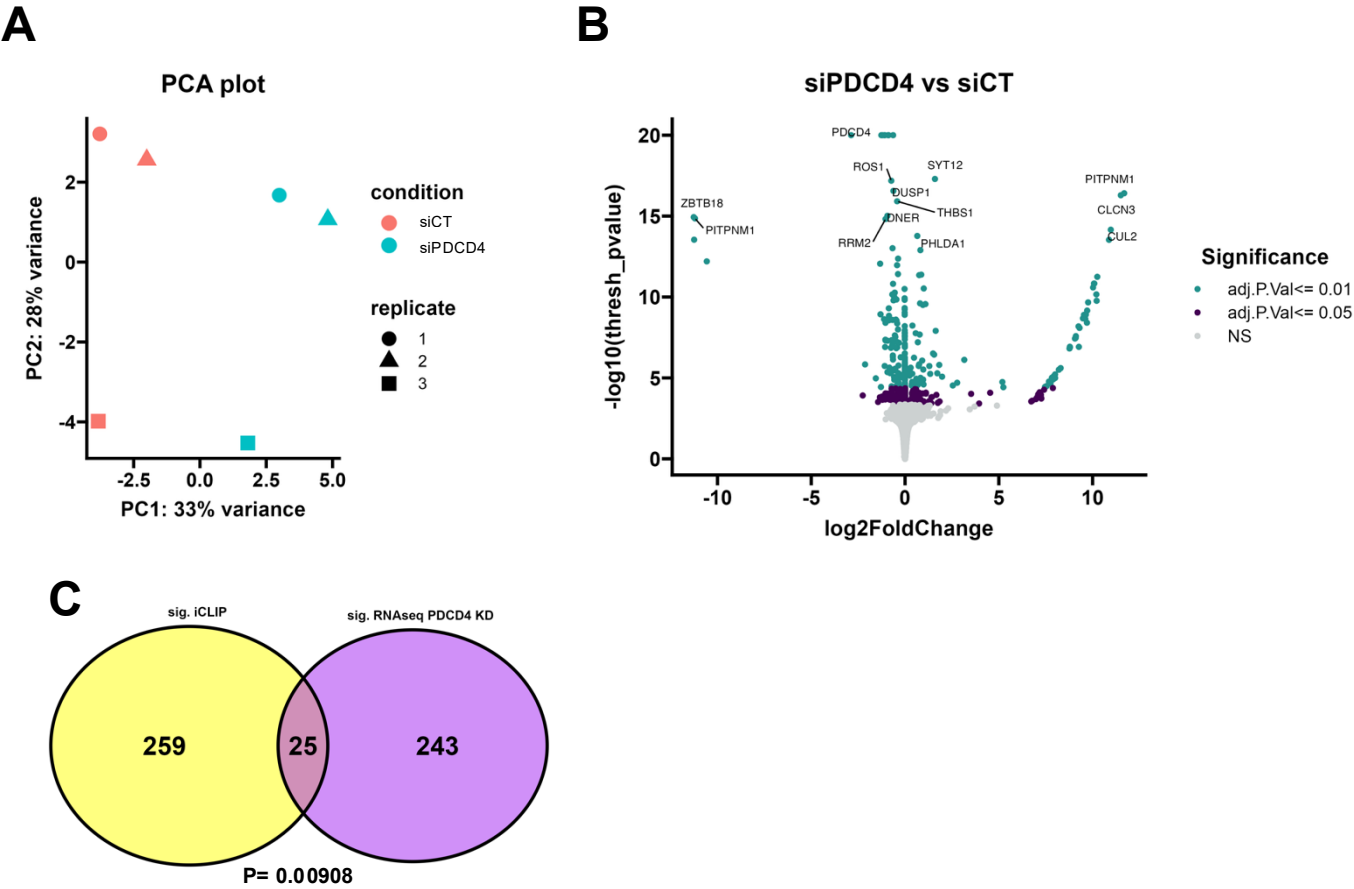

**Supplementary Figure 4.** A) Principal component analysis (PCA) of siCT and siPDCD4 RNAseq samples. B) Volcano plot representing differential transcripts expression upon PDCD4 silencing; x and y axes represent log2 fold change and  $-\log_{10}$  P-value, respectively; in green and red are transcripts with adjusted P-value (BH adjustment) less than 0.05 and 0.01, respectively. C) Venn diagram showing the number of transcripts significantly bound by PDCD4 (PDCD4 vs IgG iCLIP) and the expression of which was significantly (FDR <5%) deregulated upon PDCD4 knockdown. Empirical p-value of the overlap (calculated as the number of times the random overlaps > observed overlaps, divided by n) is shown.

**A**

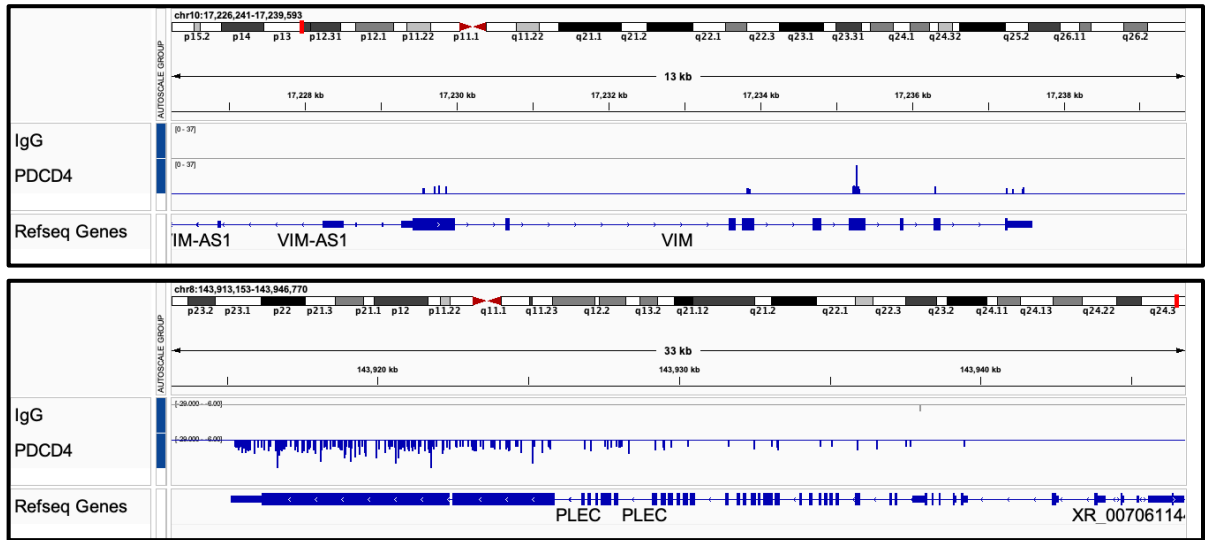

**B**

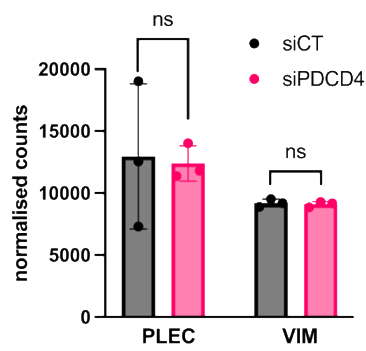

**C**

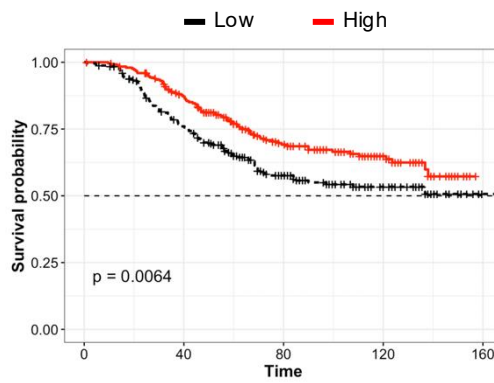

**D**

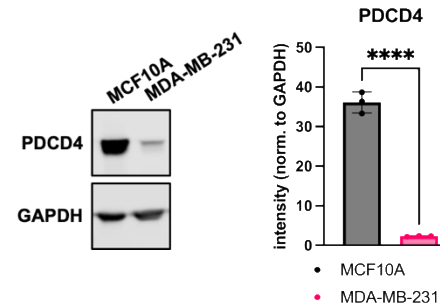

**E**

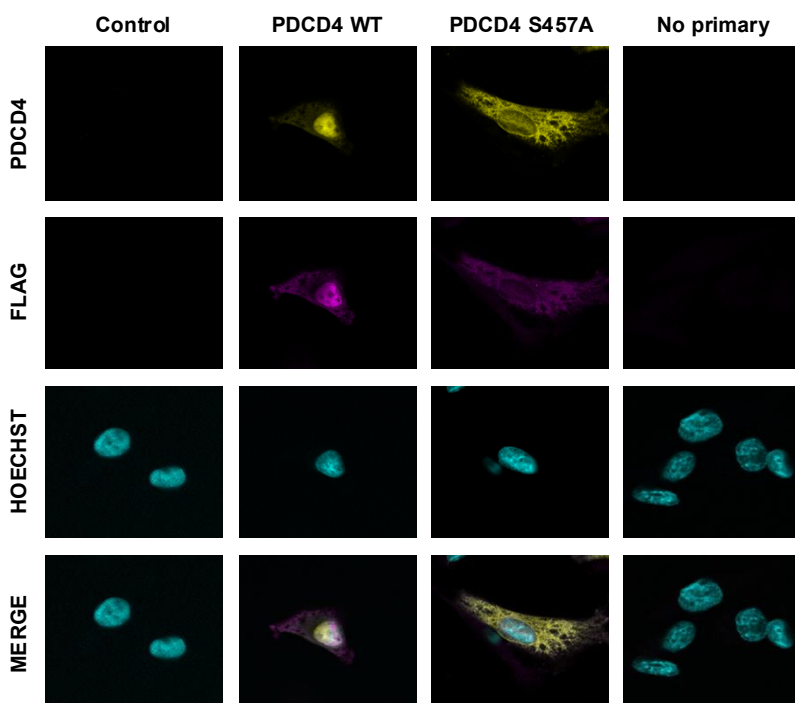

**F**

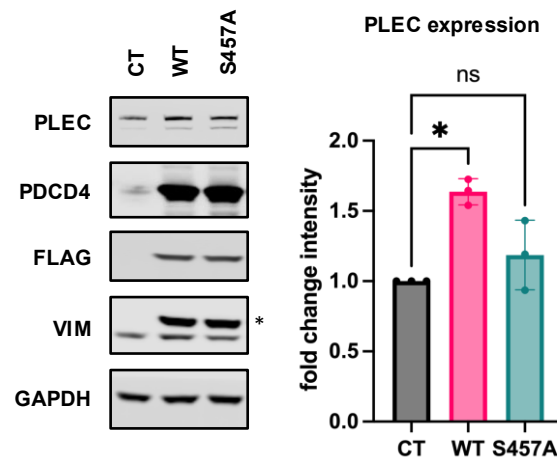

**G**

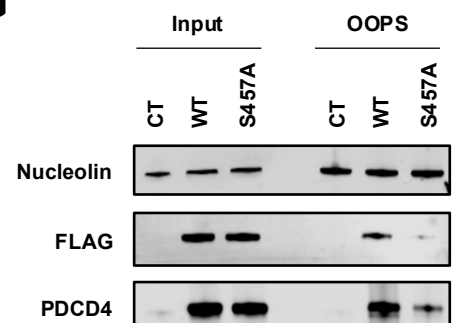

**Supplementary figure 5.** A) Representation of *PLEC* and *VIM* loci on IGV (Integrated genome viewer) comparing PDCCD4 and IgG iCLIPs. B) Bar chart showing the levels of *PLEC* and *VIM* RNAs (expressed as normalised count) in siCT and siPDCCD4 cells (unpaired t-test was applied, N=3). C) Survival curves are plotted for breast cancer patients with either low or high expression of PDCCD4. Data obtained from GENT2 (<http://gent2.appex.kr/gent2/>, N=495). D) Left, western blot of whole cell lysates from MCF10A and MDA-MB-231 cells. Right, bar chart comparing the levels of PDCCD4 protein in MCF10A and MDA-MB-231 cells (\*\*\*\* = p-value <0.0001, unpaired t-test, N=3). E) Confocal microscopy of MDA-MB-231 overexpressing WT PDCCD4 or S457A mutant PDCCD4. Cells were stained against PDCCD4 (yellow) or FLAG (magenta) and cells nuclei with Hoechst (scale bar, 10 µm). Control cells were untransfected. Images were acquired on Zeiss LS880 confocal microscope. F) Left, representative western blot of whole cell lysates from MDA-MB-231 cells overexpressing WT and mutant S457A PDCCD4. The asterisk marks the FLAG band from previous blotting. CT = untransfected. Right, bar chart with densitometry of *PLEC* protein levels (Kruskal-Wallis statistical test was applied, N=3, \* = p-value <0.05). G) Western blotting analysis of input and OOPS samples from MDA-MB-231 cells transfected WT PDCCD4 or S457A mutant. Control cells (CT) were untransfected. Blots shown are representative of 3 independent biological experiments.

How the deposited data were processed for this re-analysis (not part of the article)

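The iCLIP part of the study was analysed here: 2 replicates immunoprecipitated with PDCD4 antibody and 2 with IgG from MCF10A cells. RNA-seq, splicing, polysome and protein measurements were not analysed here. The authors processed the reads with iCount against the Ensembl GRCh38 genome and deposited, for each immunoprecipitation, 1 list of crosslink sites in which the replicates are pooled. The score in these deposited lists is a raw cDNA count per 1-nt site, not normalized, and only sites that passed the authors' false discovery rate filter are listed. The methods add a filter on scores greater than 5, which the deposited lists do not include and which was applied here. The methods also describe a removal of IgG crosslink sites before peaks were called. Settings for demultiplexing, alignment and collapsing of cDNAs are not given in the paper's text.

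Sites were read with their strand and assigned to regions of GENCODE release 44, which uses the same genome build as the authors' annotation but is a later release. The Ensembl gene identifier in the authors' label was known to this annotation for 99.7% of PDCD4 sites. Site positions were checked against the chromosome lengths of the reference genome. Regions were taken in the order coding sequence, 3′UTR, 5′UTR, ncRNA and intron over all transcripts. Shares have 95% Wilson intervals, log2 ratios of 2 counts have 95% intervals from the counting error of both, and medians have percentile intervals from 2000 bootstrap draws. Bound introns were compared with 10000 random sets of annotated introns, splice-site windows of 50 nt with 1000 random placements of the exonic sites, and gene families with 10000 random gene lists matched on the mean share in 10 bins. Gene values are summed scores per 10000 cDNAs of a list, with a pseudocount of 1 in ratios. Since each list pools its replicates, no p-value between PDCD4 and IgG was computed, and the differential binding test of the authors (DESeq2) could not be repeated. No correction for RNA abundance was made, and RNA abundance was not analysed here.

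Genes named in the text are those the paper names for its iCLIP data, those of the overlap sheet of Supplementary Table 4 (1 of them is not reported here), the 5 genes with the largest summed score in each list, and the 5 genes with the largest and the 5 with the smallest log2 ratio among genes with a summed score of at least 50 over both lists. MT-RNR1, SNORD3A, SNORD118, TMEM107, KRT5, the other nuclear rRNA genes, the genes that lead the annotated junctions and the families were named outside this rule: the families were fixed by symbol in advance, and the others were chosen after their values were seen. Alternatives were score thresholds of 10 and none, sums of scores or numbers of sites, the order of regions, a single transcript per gene, merging of sites within 20 nt, leaving out shared positions, the mitochondrial genome or the 10 largest genes of each list, windows of 25 and 100 nt, the choice and drawing of introns, a pseudocount of 5 and other totals.

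The statistics were tested on simulated data. Among 200 sets of introns drawn at random from 402454 annotated introns, 2.5% fell outside the central 95% of random sets, and all sets made 4 times shorter fell below it. Sites placed at random in the exons of 702 genes gave a median splice-site log2 ratio of -0.07, and of 1.79 when positions next to a 3′SS had 4 times the weight. With 200 of 14416 genes raised 4-fold, their median log2 ratio was 1.98, and 6% of random gene lists without these genes fell outside the central 95%. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.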

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

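Of the tests in this part, those of the mitochondrial mRNAs, of the other rRNA genes, and of depth for MT-RNR2 and SNORD118 were chosen after the result was seen, while the searches for shared sequence and the depth test for KRT5 were set before their values were computed. What was set in advance did not say that genes overlapping a site are left out of the search, and for SNORD118 this decides the result. Each gene here had a summed score of at least 100 in the PDCD4 list, above its share in the IgG list, and is neither in the paper's list of 301 genes nor named by the paper for its iCLIP data. RNA abundance was not analysed here, and the lists pool the replicates, so a difference that comes from a single replicate could not be seen.

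MT-RNR2, the mitochondrial 16S rRNA, had the largest sum of any gene at a score greater than 5, with 3489 cDNAs at 192 sites in the PDCD4 list and 21 cDNAs at 3 sites in the IgG list. Over every listed site its sums were 3742 and 55 cDNAs, a log2 ratio of shares of 5.52 (5.14 to 5.90), which argues against the greater depth of the PDCD4 list as the cause. The 13 mitochondrial mRNAs together had 671 and 664 cDNAs, a log2 ratio of -0.55, which argues against more mitochondrial RNA of every kind. Only 6.77% of its sites (4.00% to 11.2%) were followed by 30 nt that occur in a transcript of another gene. This argues against identical sequence shared with other annotated transcripts. Copies with mismatches, and copies outside annotated transcripts, were not searched. A carry-over of ribosomal RNA from both ribosomes may contribute and cannot be told apart from other explanations. The smallest log2 ratio among the other rRNA genes over every listed site was 0.91 for MT-RNR1, and the nuclear genes ENSG00000278996 and ENSG00000280441, which are annotated as lncRNA but have 100% of their sites inside the precursor rRNA genes of RefSeq, had 4.73 and 3.21, but at a score greater than 5 MT-RNR1 was at -0.04. A difference between the immunoprecipitations in what PDCD4 binds stays open and was not tested.

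SNORD118, the U8 small nucleolar RNA on chromosome 17, had 106 cDNAs at 8 sites that carry its label in the PDCD4 list, and no IgG site carries its label. It lies within the gene TMEM107, and the labels give some sites inside it to TMEM107 only. By position, the span of SNORD118 held 188 cDNAs at 27 sites in the PDCD4 list and 10 cDNAs at 5 sites in the IgG list, a log2 ratio of shares of 3.66 (2.75 to 4.58), which argues against depth as the whole cause. None of the 8 labelled sites (0%, upper limit 32.4%) was followed by 30 nt found in the transcripts of a gene other than TMEM107. This argues against identical sequence shared with annotated transcripts other than those of TMEM107. Copies with mismatches, and copies outside annotated transcripts, were not searched. TMEM107 has transcripts that contain this sequence, so the search does not separate SNORD118 from its host. A difference between the immunoprecipitations in what PDCD4 binds stays open and no biological explanation was tested.

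KRT5, keratin 5 on chromosome 12, had 104 cDNAs at 14 sites in the PDCD4 list and no IgG site listed at a score greater than 5. Over every listed site the sums were 352 and 74 cDNAs, a log2 ratio of shares of 1.68 (1.32 to 2.04), which argues against depth as the whole cause. One site of the 14 (7.14%, 1.27% to 31.5%) was followed by 30 nt that also occur in KRT6A. This argues against identical sequence shared with other keratins for most sites. Copies with mismatches were not searched, so misplaced cDNAs of similar keratins are not excluded. The paper reports other keratins, and binding of KRT5 RNA by PDCD4 remains a hypothesis that these pooled lists cannot test further.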

How the results depend on the processing

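All alternatives were fixed before the data were examined, except leaving out MT-RNR2, counting ncRNA only in exons of non-coding genes, and a pseudocount of 5 for the number of the paper's genes with a ratio above 0, which were chosen after seeing the data. No paired analysis was possible because the files pool the replicates of each immunoprecipitation and the results come from no test. For the same reason no replicate could be left out. A value counted as moved when it lay outside the 95% interval of the first value, or for a count of genes when it differed more than 1.5-fold. Single genes have no such interval, and those that kept their sign over every listed site count as moved. Of the alternative values for the main results, 40 stayed, 36 moved and 4 changed sign. For single genes, single families and the smaller regions, 73 stayed, 51 moved and 26 changed sign. The cause was not tested unless given here.

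The coding-sequence share stayed higher and the intronic share lower in the PDCD4 list than in the IgG list under every alternative. At a score greater than 10, where 282 PDCD4 and 7 IgG sites are left, coding sequence held 27.0% of PDCD4 and 0% of IgG sites and introns 6.03% and 14.3%, and 47.1% of the intronic PDCD4 sites were in protein-coding genes. With every listed site the coding-sequence shares were 20.9% and 9.72%, the intronic shares 49.6% and 66.0%, and 94.9% of intronic PDCD4 sites were in protein-coding genes. Summing scores gave PDCD4 34.5% in coding sequence and 19.2% in introns. Merging sites within 20 nt gave 39.9%, 27.3% and 88.5% of intronic sites in protein-coding genes. The intronic share was 27.0% for PDCD4 and 49.3% for IgG with introns of protein-coding genes taken before ncRNA, 29.2% and 50.1% with a single transcript per gene, and 29.1% and 50.95% without the 10 largest genes of each list. Without the mitochondrial genome PDCD4 had 40.7% in coding sequence and 25.7% in introns, and without MT-RNR2 41.1% and 25.0%, since these sites leave the total. With ncRNA only from non-coding genes the intronic share was 25.8%.

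The difference in intron length kept its sign except at a score greater than 10 (0.55, from 10 introns against 1). It moved to -0.37 with every listed site and stayed between -1.61 and -1.17 otherwise. Drawing random introns with equal probability changes only the random sets. The splice-site ratio kept its sign throughout: 2.49 at a score greater than 10, 4.40 with a single transcript per gene and 1.00 with windows of 100 nt, which reach past the 62 nt before exon ends where few sites lie. The alternative with every listed site covered only genes that also have a site above the threshold. At a score greater than 10 the IgG list gave no splice-site ratio, since no site lay next to a 5′SS.

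The number of the paper's genes with a ratio above 0 was 166 of 194 (28 below 0), 12 of 28 (16 below 0) at a score greater than 10, 295 of 301 with every listed site and 65 of 194 (129 below 0) with numbers of sites. A pseudocount of 5 gave 62 of 194 (132 below 0). The pseudocount is added before scaling and weighs more on the smaller IgG list. Without it, 169 of 194 genes had the higher share in PDCD4 at the main threshold, 170 with numbers of sites and all 28 at a score greater than 10. However, 144 of the 194 genes and all 28 have no IgG site listed, so for them the share is higher by construction, and only the pseudocount can bring their ratio below 0.

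Scaling also moves the median of all genes, from 0.85 to -1.86 at a score greater than 10, -0.07 with every listed site, -0.62 with numbers of sites, -0.82 with a pseudocount of 5 and 1.27 with totals that leave out the largest genes. Under these settings the families together had medians of -1.20, 0.43, -0.62, -0.69 and 1.27, so their difference from all genes was 0.67, 0.50, 0, 0.13 and 0 in turn, and 0 at the main setting. At a score greater than 10, keratins were at -1.20, filamins and actinins at -2.13, actins and myosins at -0.10 and ribosomal proteins at -2.02. Plakins and plectin stayed above 0 there, at 3.75 from 1 gene. Over every listed site, integrins changed sign to 0.30 and cadherins and catenins to -0.0198, GPI to 1.46, CHD4 to 0.63, DYNC1H1 to 0.78 and TFCP2L1 to 0.22. With numbers of sites, keratins, laminins, plakins and plectin, tubulins, collagens and ribosomal proteins were at -0.62 and cadherins and catenins at -0.32. Filamins and actinins (0.55), actins and myosins (1.14), plexins (0.19) and spectrins (0.045) stayed above 0 in that setting. With a pseudocount of 5, keratins were at -0.69, and laminins, plakins and plectin, tubulins, collagens and ribosomal proteins at -0.82. Cadherins and catenins were then at -0.36, spectrins at -0.10 and plexins at -0.0587. Filamins and actinins (0.49) and actins and myosins (1.12) stayed above 0 with this pseudocount. The depth of the IgG list limits all gene ratios at a score greater than 5, since most genes have 1 site or none there.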

Differences from the paper's values

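The paper reports 10.7% of PDCD4 peaks in noncoding regions, and 17.4% of sites were found in ncRNA here. Among the alternatives set before the data were examined, the share was 13.3% with introns of protein-coding genes taken before ncRNA, 14.8% with a single transcript per gene, 9.905% with sites within 20 nt merged, 8.78% without the 10 largest genes of each list and 9.03% without the mitochondrial genome, all within 1.5 times the paper's value. It was 54.6% at a score greater than 10, 5.96% with every listed site, 27.0% with sums of scores and 17.3% without shared positions, which did not close the gap. Leaving out MT-RNR2 gave 10.0% and counting only exons of non-coding genes 14.5%, and both were chosen after seeing the values.

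Supplementary Table 3 of the paper lists 136 intron-exon junctions, and 356 annotated junctions with a site were found here. With a single transcript per gene the number was 270, which did not close the gap, and the other alternatives were not computed for this number. The paper names genes in which the junction peaks are highest, among them PLEC, SLC7A5, MUC1, KRT81 and KRT7. Within the 136 listed junctions these genes held ranks 5, 1, 2, 3 and 6 by summed score. PLEC was tied with HSP90AB1 at 14 cDNAs, and KRT7 with RPS6 and SPTAN1 at 13, so ranks within these ties set no order. Over all annotated junctions ACTB ranked first with 105 cDNAs, and the largest sums of SLC7A5 (18), KRT81 (15), PLEC (15) and KRT7 (14) held ranks 12, 19, 20 and 22. These ranks count exon starts of every annotated transcript, whose windows can overlap or lie inside exons of other transcripts. They therefore do not rank separate splice sites and do not contradict the order in the paper.

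The total number of cDNAs in the same supplementary table is 15843, and 19332 were found here. The value without MT-RNR2, a setting chosen after seeing the values, is 15843, exactly the total of the paper. This is the value expected if MT-RNR2 was absent from the sites behind that total, which the text of the paper does not state.

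The axis of intron lengths in Fig. 3B is labelled as log2, and the medians match the values here only on the natural-log scale. On that scale the median was 8.57 for PDCD4 and 9.57 for IgG, against about 8.8 and about 9.9 in Fig. 3B, read by eye. The random introns had 10.7, against about 10 in Fig. 3B, read by eye, and 10.4 with a single transcript per gene.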

Other observations

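The tests of exon ends and exon starts, of small RNAs inside other genes and of positions listed in both files were chosen after the result was seen, as was the interval on the difference between bound and drawn introns. The tests of score and depth for coding sequence and the other tests of intron length were set before their values were seen.

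Few sites lay in the last 60 nt of internal exons in either list. The IgG list had a log2 ratio of -3.11 to the 60 nt before them, and the PDCD4 list -3.48, with overlapping intervals. At a score greater than 5, the last 60 nt of these exons held 0 sites in both lists, and the 60 nt before them 35 PDCD4 and 8 IgG sites. The step in the IgG list argues against avoidance of the 5′SS by PDCD4 as its cause. A candidate explanation is that cDNAs that cross an exon-exon junction are missing from the lists. In line with it, the fall lies 62 and 63 nt from the exon end and sites did not fall before the 3′ ends of introns (0.45 for PDCD4 and 0.31 for IgG). In first exons, however, the step was smaller (-1.20, -1.65 to -0.76, for PDCD4 and -0.63, -1.22 to -0.05, for IgG), so the explanation stays open. Whatever its cause, a step of this kind enters any comparison of the 3′SS with the 5′SS on the exonic side. More sites at exon starts than at exon ends could also come from a preference of PDCD4 for exon starts. In long exons the log2 ratio of the first 50 nt to the next 50 nt was 0.157 (0.00268 to 0.312) for PDCD4 and 0.06 (-0.23 to 0.35) for IgG. The PDCD4 interval lies just above 0 and within that of IgG, so a small preference for exon starts stays open.

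The higher coding-sequence share of PDCD4 sites did not come from the score filter alone, since at equal score the PDCD4 share was at least 9.83 percentage points above the IgG share. Nor did depth account for it, since with PDCD4 scores thinned to the IgG total the share was 35.6%. What the difference owes to the RNA present in each immunoprecipitation was not tested.

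The shorter introns in the PDCD4 list may in part reflect which genes are bound. Introns drawn by length from the same genes differed by -0.99 on the log2 scale (-1.31 to -0.68), against -1.43 for the bound introns themselves. The rest, -0.44, has an interval of -1.02 to 0.14, so that gene choice as the whole cause is neither shown nor excluded. Weighting IgG introns so that GC content around their sites matched that around PDCD4 sites left a difference of -1.36 (-1.83 to -0.70). Leaving out sites within 100 nt of an intron end left -1.29 (-1.79 to -0.77). These values argue against GC content around the sites, or splice-site proximity, as the whole cause. The GC content of whole introns was not tested. PDCD4 sites with a score greater than 5 lay in sequence of higher GC content than IgG sites in introns (median 54.5% against 47.5%) and coding sequence (58.4% against 51.5%). Over every listed site the medians were closer, with 51.5% against 48.5% in coding sequence and 44.6% against 41.6% in introns. Within genes that have sites in both lists, also over every listed site, the median difference was 0 points in coding sequence (3524 genes). In introns it was 0.50 points (7590 genes).

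Some cDNAs counted for a gene lie at positions of a small RNA annotated inside it. Of the 150 cDNAs of TMEM107 at 12 sites with a score greater than 5, 100% lay inside SNORD118, which is in line with counting of the small RNA for its host gene. The paper lists TMEM107 with a log2 fold change of 3.48. Among the 188 of the paper's genes with a PDCD4 site, 3 had over 50% of their cDNAs in an annotated small RNA: TMEM107, RPSA (12 cDNAs, in SNORA6) and SNORD3A, itself a small nucleolar RNA with 130 cDNAs.

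The number of positions listed in both files was 1.08 times the mean number at offsets of 1 to 3 nt. However, it was 721, below the 780 and 744 at offsets of -1 and 1 nt. The shared positions argue against a removal of every listed IgG position from the deposited PDCD4 list. Whether some IgG positions were removed, as from single replicates, cannot be told from these counts.

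The 27 genes with the splicing events that the paper reports after PDCD4 silencing had few sites. At a score greater than 5, CD44, CDC42BPB and GIGYF2 had 1 PDCD4 site of 6 cDNAs each, and OPN3 and UIMC1 had IgG sites. Over every listed site, 13 of the 27 had a log2 ratio above 0, with a median of -0.04.

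PDCD4 itself had no listed site with a score greater than 5 in either list. The small Cajal body RNA SCARNA2, which the files list under more than one identifier, had sites in the IgG list only, 84 cDNAs at 8 sites under one of them. CEP295 had 71 cDNAs at 9 IgG sites and 9 cDNAs at 1 PDCD4 site, all of them inside SCARNA9, a small RNA within it. GAS6 had 59 at 9 IgG sites and 6 at 1 PDCD4 site. In the opposite direction, HSP90AA1 (256 cDNAs at 29 sites) and EIF5A (189 at 18 sites) had PDCD4 sites and no IgG site listed at this threshold.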
